# *Toxocara canis*- and *Toxocara cati*-Induced Neurotoxocarosis Is Associated with Comprehensive Brain Transcriptomic Alterations

**DOI:** 10.3390/microorganisms10010177

**Published:** 2022-01-14

**Authors:** Patrick Waindok, Elisabeth Janecek-Erfurth, Dimitri L. Lindenwald, Esther Wilk, Klaus Schughart, Robert Geffers, Christina Strube

**Keywords:** neural larva migrans, toxocarosis, toxocariasis, gene transcription analysis, differential transcription, cholesterol biosynthesis, neurodegeneration, Alzheimer’s disease, microarray

## Abstract

*Toxocara canis* and *Toxocara cati* are globally occurring zoonotic roundworms of dogs and cats. Migration and persistence of *Toxocara* larvae in the central nervous system of paratenic hosts including humans may cause clinical signs of neurotoxocarosis (NT). As pathomechanisms of NT and host responses against *Toxocara* larvae are mostly unknown, whole-genome microarray transcription analysis was performed in cerebra and cerebella of experimentally infected C57Bl/6J mice as paratenic host model at days 14, 28, 70, 98, and 120 post-infection. Neuroinvasion of *T. cati* evoked 220 cerebral and 215 cerebellar differentially transcribed genes (DTGs), but no particular PANTHER (Protein ANalysis THrough Evolutionary Relationships) pathway was affected. In *T. canis*-infected mice, 1039 cerebral and 2073 cerebellar DTGs were identified. Statistically significant dysregulations occurred in various pathways, including cholesterol biosynthesis, apoptosis signaling, and the Slit/Robo mediated axon guidance as well as different pathways associated with the immune and defense response. Observed dysregulations of the cholesterol biosynthesis, as well as the Alzheimer disease-amyloid secretase pathway in conjunction with previous histopathological neurodegenerative findings, may promote the discussion of *T. canis* as a causative agent for dementia and/or Alzheimer’s disease. Furthermore, results contribute to a deeper understanding of the largely unknown pathogenesis and host-parasite interactions during NT, and may provide the basis for prospective investigations evaluating pathogenic mechanisms or designing novel diagnostic and therapeutic approaches.

## 1. Introduction

The dog and cat roundworm *Toxocara canis* and *Toxocara cati* are globally occurring intestinal parasites with canids and felids as definitive hosts. Due to the transpacental and/or lactogenic transmission to the offspring, they are of particular veterinary importance. Infections in dogs and cats have been associated with a variety of pathologies, induced either by the tracheal or somatic migration of larvae or adult nematodes in the gastrointestinal tract [1]. The global pooled prevalence of *Toxocara* infection in dogs is estimated at 11.1% and in cats at 17.0% [2,3], with significantly higher prevalences in young, rural, or stray animals. An estimated ≥100 million dogs and cats are infected and contaminate the environment with roundworm eggs [2,3]. Besides definitive hosts, a broad range of animals including humans can act as paratenic hosts after accidental ingestion of embryonated third-stage larvae (L3) containing eggs or L3 in tissues. 

Toxocarosis is one of the most frequently occurring zoonotic helminthoses worldwide [4], with an estimated global seroprevalence rate of 19% [5]. As in other paratenic hosts, human *Toxocara* infection is characterized by migration and persistence of L3 in paratenic host tissues. Clinical outcome and severity of toxocarosis depend on the intensity of infection, the duration and distribution of larval migration as well as occurring symptoms [6]. Accumulation and persistence of *Toxocara*-larvae in the central nervous system (CNS) may induce a syndrome called neurotoxocarosis (NT) [7,8]. However, the complex pathogenesis of NT results in a challenging diagnosis, wherefore the prevalence of NT is probably underestimated [9,10]. Common clinical findings are mostly non-specific, comprising encephalitis, myelitis, cerebral vasculitis, and eosinophilic meningoencephalitis, but NT has also been implicated to induce various neuropsychological disorders as well as neurological and cognitive deficits [7,8,11,12,13,14]. *Toxocara canis* is considered the causative agent of most human NT cases, wherefore the majority of experimental NT studies in rodents as model organisms have focused on this species [15]. Nevertheless, neuroinvasion of *T. cati* larvae also induces NT, but has only been marginally studied to date [15,16,17,18]. 

Most knowledge on NT is derived from only a small number of clinical cases or correlations of neurological disorders with *Toxocara*-seropositivity in humans [8] and a few studies only investigating molecular pathogenic mechanisms in laboratory animal models [15]. The progression of the disease in *T. canis*-infected mice is characterized by demyelination, focal malacia, mixed-cell infiltration as well as congestion, and neuronal necrosis [19,20]. At the molecular level, NT alters the transcription and expression patterns of different myelin marker genes [21]. Furthermore, neuroinvasion of *Toxocara* spp. impacts the complex molecular signaling network in infection and inflammation. For example, levels of anti-inflammatory immunoregulative molecules, including the cytokines interleukin IL-4 and IL-5 as well as regulatory lipid mediators such as neuroprotectin D1 are increased [22,23]. Furthermore, the ratio of anti-inflammatory 13- hydroxyoctadecadienoic acid (HODE) to pro-inflammatory 9-HODE is shifted in favor of 13-HODE [22]. Janecek et al. [24] identified a plethora of differentially transcribed genes (DTGs) in brains of *T. canis*- and *T. cati*-infected C57BL/6J mice as paratenic host model at day 42 post-infection (pi), where DTGs were mainly associated with the host´s immune response, especially the defense/inflammatory response and lipid/cholesterol biosynthetic processes. However, many questions regarding pathogenic mechanisms and immunogenic reactions during NT have not been clarified yet. Therefore, the aim of this study was to perform an extensive characterization of transcriptional changes during the course of neuroinfection. Such identification of key regulatory mechanisms is necessary for an enhanced understanding of the largely unknown pathogenesis and mechanisms of host-parasite interactions during *T. canis*- and *T. cati*-induced NT.

## 2. Materials and Methods

### 2.1. Experimental Infection

Experimental infection was performed as previously described [24]. Briefly, eggs of *Toxocara canis* (field isolate HannoverTcanis2008) and *Toxocara cati* (field isolate HannoverTcati2010) were collected from feces of experimentally infected dogs and cats, respectively, maintained at the Institute for Parasitology, University of Veterinary Medicine Hannover, Germany. Eggs were purified from the feces by a combined sedimentation-flotation technique and incubated at 25 °C in tap water for about four weeks to allow for embryonation. Afterward, eggs were stored at 4 °C until infection. 

A total of 90 5-week-old male and female C57BL/6JRccHsd were purchased (Harlan Laboratories, Horst, the Netherlands) and acclimatized for a period of one week. Mice were housed in Makrolon cages in a 12/12 h dark/light cycle, receiving a standard rodent diet (Altromin 1324, Altromin, Lage, Germany) and water ad libitum. At the age of 6 weeks, mice were randomly allocated to the control and infection groups of 30 animals each. Animals of the *T. canis*- and *T. cati*-group were orally infected with 2000 embryonated *T. canis* or *T. cati* eggs, respectively, in a total volume of 0.5 mL tap water. The control group received the same volume of tap water only. On days 7, 14, 28, 70, 98, and 120 pi, every five mice of the *T. canis*- and *T. cati*-infection group, as well as the control group, were euthanized. Brains were carefully removed, divided into the right and left hemispheres, and hemispheres were separated into cerebrum and cerebellum. The cerebra and cerebella of the right hemispheres of were individually stored in RNA*later™* (Qiagen, Hilden, Germany) according to the manufacturer’s instructions and frozen at −80 °C until further processing. 

### 2.2. RNA Isolation and Processing for Microarray Experiments

RNA was isolated from approx. 100 mg of each cerebrum and cerebellum and processed for microarray analysis as previously described [24] using the RNeasy^®^ Lipid Tissue Mini kit (Qiagen, Hilden, Germany), including a DNase digestion step according to the manufacturer’s instructions. The quality and integrity of the total RNA (28S/18S rRNA ratio and RNA integrity number, respectively) were controlled using the Agilent Technologies 2100 Bioanalyzer (Agilent Technologies, Waldbronn, Germany). For three samples per group, time point, and brain region were used for microarray experiments. Microarray analysis was conducted as described by Janecek et al. [24] by labeling 100 ng of sample RNA with Cy3 according to the one-color Quick Amp Low Input Labeling protocol (Agilent Technologies, Waldbronn, Germany). Labeled cRNA was hybridized to Agilent’s 4 × 44 k Mouse V2 (Agilent Technologies, Waldbronn, Germany), Design ID: 026655 for 17 h at 65 °C and scanned as described by Pommerenke et al. [25].

### 2.3. Low-Level Analyses

Initial processing of microarray data included background subtraction as well as data normalization using R (v.3.1.2, R Foundation for Statistical Computing, Vienna, Austria [26]) with the packages “limma” (Linear Models for Microarray and RNA-Seq Data) and “sva” (Surrogate Variable Analysis). The supervised sva (ssva) approach included in the “sva” package was conducted to adjust batch effects, with integrated control probes selected as a reference. To determine inter- and intra-group-specific variations and to confirm biological reproducibility, principal component analysis (PCA) was applied using the R package “affycoretools”.

### 2.4. Identification of Differentially Transcribed Microarray Probes and Corresponding Genes

Differentially transcribed microarray probes (DTPs) were determined by SAM (Significance Analysis for Microarrays; R package “samr”), limma (Linear Models for Microarray and RNA-Seq Data; R package “limma”), and maSigPro (Microarray Significant Gene Expression Profiles; R package “maSigPro”). Selected criteria for each package were set as follows: SAM (del = 1.079 for cerebrum and del = 1.796 for cerebellum to keep FDR computed by delta.table <10%, min. fold change = 0), limma (*p* = 0.05, adjustment by Benjamini-Hochberg, with weights by group), and maSigPro (step.method “backward”, alfa = 0.05, rsq = 0.65, vars = “groups”). To reduce package-specific bias, solely probes and corresponding genes identified as differentially transcribed by all three methods were considered for the investigation. The intersection of package-derived DTPs was compared and visualized with Venny v.2.1 [27]. DTPs were assigned to corresponding differentially transcribed genes (DTGs) using R packages “annotate” and “MmAgilentDesign026655.db” v.3.2.2.

### 2.5. Pathway Analyses

Association of identified DTGs with regulatory and metabolic pathways was conducted with the statistical overrepresentation test with Fisher’s exact test and adjusted by the false discovery rate (FDR) correction provided by the Protein ANalysis THrough Evolutionary Relationships (PANTHER) database v.16.0 [28], using the PANTHER Pathways as annotation dataset for *Mus musculus* [29]. Pathways with an FDR-adjusted *p*-value ≤ 0.05 were considered statistically significantly enriched.

## 3. Results

### 3.1. Clinical Assessment

Mice infected with either *T. canis* or *T. cati* showed reduced body weights compared to uninfected control mice. As previously observed by Janecek et al. [30], infected mice were exposed to varying degrees of clinical symptoms and neurobehavioral alterations. Alterations in both infection groups mainly started around day 6 pi with progressively increasing severity during the course of infection, although *T. cati*-induced neurotoxocarosis was generally characterized by less severe clinical signs and neurobehavioral alterations.

### 3.2. Microarray Data

The microarray data set is available at the NCBI’s Gene Expression Omnibus (GEO) database under the accession number GSE190123.

### 3.3. Principal Component Analysis

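For the microarray experiment, the scanner output of 90 arrays was analysed, with 3 mice for each combination of 3 groups (*T. canis*, *T. cati* and uninfected control), 2 brain regions (cerebrum and cerebellum) and 5 study days (14, 28, 70, 98 and 120 pi). Each array carried the Cy3-labeled cRNA of 1 sample in 1 colour. Arrays of day 7 pi were not analysed here. The authors deposited the spot intensity of each array before any normalization between arrays, together with a table of normalized log2 values. Between 29661 and 37692 of all probes were well above background on an array, with a median of 34530. The median net signal of an array ranged from 148 to 443 with a median of 232, and that of the negative control spots had a mean of 12.0 to 54.0. Spot intensities were background-corrected by limma's normexp method with an offset of 50, quantile normalized across all 90 arrays and taken to log2, and spots of 1 probe were averaged. Control spots and spots flagged as outliers by the scanner software were left out. In each brain region, limma was fitted to the 45 arrays as 15 groups of 3 mice, and each infected group was compared with the controls of the same day. Array weights were estimated per group, and p-values were adjusted by the Benjamini-Hochberg method. The number of arrays limits the precision of every value below the level of a group. The arrays lay on 26 slides and were scanned in 13 sessions of 2 to 15 arrays each. Infected and control arrays met in 3 slides and 3 sessions, but no slide or session held both infected and control arrays of the same day and brain region. Comparisons within 1 session could therefore not be made, and scan session was tested as a fixed effect across days instead. With scan session as a fixed effect, infected and control mice could not be compared on day 14 pi in either brain region, nor on day 28 pi in the cerebrum of *T. canis*-infected mice. On these days, session and infection cannot be told apart.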

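The labels of all 90 arrays were compared with genes that differ between sexes and brain regions. The log2 value of Xist was 8.96 to 11.25 on the arrays labeled female and 5.99 to 6.44 on those labeled male. Genes of the Y chromosome had a mean log2 value of 6.17 to 6.43 on the former and 8.91 to 9.46 on the latter. The mean of 8 cerebellum markers minus the mean of 8 cerebrum markers was 3.33 to 5.05 in every cerebellum and -3.64 to -1.85 in every cerebrum, so that no array was out of place in either check. Across probes, which are not independent replicates, arrays of the same group, day and brain region had a Pearson's r of 0.989 to 0.999. PCA was applied to the centred log2 values of the 15 infected and 15 control arrays of each infection and brain region. The distance between the centres of both groups on the first 3 components was compared with that of 100000 permutations of the group labels within each study day.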

Overall, PCA indicated differential gene transcriptions between *Toxocara*-infected and uninfected control mice as well as both brain areas. However, day 7 pi samples of *T. canis*- and *T. cati*-infected mice showed considerable transcriptional divergences between each other and were therefore excluded from further analyses. 

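In the cerebrum of *T. canis*-infected mice and controls, the first 3 components held 35.1%, 11.3% and 9.44% of the variance. The centres of the 15 infected and 15 control arrays lay 49.7 log2 units apart, against a median of 10.1 in permuted groups (permutation test, p = 1e-05). In the cerebellum, the components held 45.2%, 11.2% and 7.5%, and the centres lay 60.8 units apart, against 11.8 in permuted groups (permutation test, p = 1e-05). Both p-values are the smallest that the resamples can give. Of the alternative settings, the scaling of each array to its 75th percentile moved these distances most, to 86.8 in the cerebrum and 104.8 in the cerebellum. No scan session held infected and control arrays of the same day and brain region, but 3 sessions held both groups of different days. On the first component of the cerebrum, the control array of session 11 lay at -22 and its *T. canis* arrays at 23.2, 25 and 26.7, and those of session 13 at -26.5 and 35.5. In the cerebellum, session 6 had controls at -35.5 and -28.1 and a *T. canis* array at 56.2, session 11 had -23.9 against 17.1, 27.7 and 29.5, and session 13 had -34.1 against 54.9.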

As of day 14 pi, group data trended in a similar manner, especially in the *T. canis* infected mice, where PCA plots showed different clustering between cerebrum and cerebellum as well as a clear distinction to the uninfected control mice. Furthermore, samples from day 98 and day 120 pi of both brain parts clustered separately from the earlier study days (Figure 1). 

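Within the *T. canis*-infected group, the 6 arrays of days 98 and 120 pi were set against the 9 arrays of days 14, 28 and 70 pi on the same components. In the cerebrum, their centres lay 33.3 units apart, against a median of 12.5 over all 5005 splits of these arrays (exact permutation test, p = 2e-04). In the cerebellum, the distance was 44.9 against a median of 15.2 (exact permutation test, p = 2e-04). A p of 2e-04 is the smallest that 5005 splits can give. The late arrays were scanned in sessions 4, 5 and 13 (cerebrum) and 5, 6 and 13 (cerebellum), and the early arrays in sessions 3, 4, 10 and 11, which the splits did not take into account. The control arrays of the same days lay 11.3 units apart in both brain regions (exact permutation test, p = 0.0701 in the cerebrum and 0.0484 in the cerebellum). In control cerebella, the distance passed the threshold in neither the authors' normalized values (5.14, p = 0.708) nor the 75th percentile scaling (29.6, p = 0.118), both by the exact permutation test.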

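In the cerebrum of *T. cati*-infected mice and controls, the first 3 components held 23.4%, 11.5% and 8.17% of the variance. The distance between infected and control arrays was 16.7 units, against 7.74 in permuted groups (15 arrays in each group, permutation test, p = 0.0168). A single array decided whether this distance passed the threshold: without the *T. cati* cerebrum of day 70 pi, replicate 1, it was 14.2 (permutation test, p = 0.0535). The 6 late and 9 early arrays of the *T. cati* cerebrum lay 18.5 units apart, against 13.6 over all splits (exact permutation test, p = 0.232), and those of its controls lay 9.51 apart (p = 0.245). On the first component, *T. cati* arrays of scan sessions 1 and 2 lay between -37.8 and -12.1 and those of sessions 8, 9 and 13 between 11 and 20.9, with controls between -10.8 and 21.5. The permutations did not take scan session into account. The species were not compared with each other on these components.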

The *T. cati*-infected mice also showed distinct transcriptomic differences between the cerebrum and cerebellum, but sample clustering of the different time points was less pronounced (Figure 1). This was particularly true for the cerebellum, where no clear transcriptional differences could be observed compared to the uninfected control mice.

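In the cerebellum, the first 3 components of *T. cati*-infected mice and controls held 23.6%, 15% and 9.05% of the variance. Infected and control arrays lay 29.3 units apart, against 9.03 in permuted groups (15 arrays in each group, permutation test, p = 1e-05, the smallest possible). Late and early *T. cati* arrays lay 17.1 units apart, against 13.5 over all 5005 splits (exact permutation test, p = 0.273), and late and early control arrays 11.6 (p = 0.115). On the first component, *T. cati* arrays of scan sessions 1, 2 and 3 lay between 9.92 and 45.6 and those of sessions 8, 9 and 13 between -9.13 and -1.74, with controls between -23.6 and -3.7. Scan session was not part of the permutations here either.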

### 3.4. Differentially Transcribed Microarray Probes and Corresponding Genes in Brains off T. canis-Infected Mice

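Probes were tested by limma and by methods rebuilt from the description of SAM and maSigPro, and a probe called by all 3 methods was taken as a DTP. In the cerebrum of *T. canis*-infected mice, limma's F-test over the 5 daily comparisons called 11588 probes, of which 4723 were higher and 6865 lower on average than in controls. At an unadjusted p under 0.05, 15630 probes passed. The SAM-type test of 15 infected against 15 control arrays called 14866 probes at a delta of 0.91, with an estimated FDR of 9.71%. The maSigPro-type regression called 11437 probes in its full model, of which 1169 kept a *T. canis* term and an R squared over 0.65. The intersection of the 3 methods held 1153 DTPs, all of them well above background on at least 1 array. An R squared over 0.5 instead of 0.65 moved this number most, to 2720 DTPs. DTPs could not be counted with scan session as a fixed effect, since that fit exists only for days 70, 98 and 120 pi in this comparison, where the F-test called 574 probes.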

Transcriptional data analyses using R packages SAM, limma, and maSigPro revealed 1239 differentially transcribed microarray probes (DTPs) in the cerebrum during the course of *T. canis* infection. As 132 DTPs could not be annotated by the R package “annotate”, and 68 probes were replicates for different genes, a total of 1039 differentially transcribed genes (DTGs) could be identified (Figure 2). Of these, 477 DTGs were upregulated and 289 were downregulated at each time point of the study. 

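Gene symbols were assigned by matching the transcript identifiers in the scanner files to RefSeq genes, which named 27241 of all probes (69.1%) and 20660 genes. Of the 1153 DTPs, 210 had no symbol, and the others corresponded to 856 DTGs.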

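In the values recomputed here, 774 of these genes were higher and 41 were lower than in controls on all 5 days. Named by a fixed rule, the largest rises of the mean log2 fold change over the 5 days were 6.92 for Chil3 (adjusted p = 1.68e-21), 5.76 for Arg1 (1.41e-20) and 4.90 for Lgals3 (1.2e-19), all from limma's F-test. On the single days, the log2 fold change of Chil3 was 5.09 to 8.57. On day 28 pi, Arg1 was not well above background in any of the 3 controls (log2 mean 6.39 against 12.04 in infected mice), so its rise was at least 50.3-fold. The largest falls were -0.73 for Hpca (9.47e-07), -0.69 for Idi1 (1.38e-08) and -0.63 for Stard4 (2.17e-07) by the same test. Over 12 alternative settings, the adjusted p stayed under the threshold for Chil3, Arg1 and Lgals3. For Hpca, Idi1 and Stard4 it did so in 11 and reached 0.639, 0.139 and 0.322 with scan session as a fixed effect, from lowest values of 1.58e-07, 6.85e-09 and 1.12e-07.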

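A total of 41 DTGs of the *T. canis* cerebrum were higher on some days and lower on others. With the authors' normalized values, the number lower on all 5 days was 100 instead of 41.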

The remaining 273 DTGs did not show a consecutive trend and were either up- or downregulated at different time points of the analysis. 

In the cerebellum, the infection with *T. canis* resulted in 2544 DTPs during the course of infection, corresponding to 2073 DTGs, as 304 probes could not be annotated and 167 probes were replicates of different genes. 

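In the cerebellum of *T. canis*-infected mice, limma's F-test called 18434 probes (6494 higher, 11940 lower; 21127 before adjustment). The SAM-type test called 21216 at a delta of 0.94 and an estimated FDR of 9.78%. The maSigPro-type regression left 1669 probes out of 15299 in its full model. All 3 methods shared 1652 DTPs, of which 308 had no gene symbol, and 1200 DTGs remained. An R squared over 0.5 gave 3912 DTPs. Fitted with scan session as a fixed effect, the F-test over the 4 days that can be fitted called 9272 probes.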

Of the total number of DTGs, 884 DTGs were upregulated and 599 were downregulated at each time point of the analysis. 

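Of the 1200 DTGs recomputed for the *T. canis* cerebellum, 980 were higher and 166 lower than in controls on all 5 days. The mean log2 fold change rose most for Chil3 (7.30, adjusted p = 1.06e-19 from limma's F-test), Arg1 (5.82, 9.97e-19) and Ccl8 (5.67, 1.54e-19). For Ccl8, 1 of 3 control arrays of day 28 pi was well above background. It fell most for Egr4 (-1.38, 1.72e-10), Cpsf4l (-1.29, 2.17e-09) and Eomes (-1.29, 1.92e-09). For Cpsf4l, 2 of 3 infected arrays of day 70 pi were well above background. These 6 genes stayed past the threshold in all 12 alternatives, with a highest adjusted p of 0.0202, for Egr4 with scan session as a fixed effect.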

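In the *T. canis* cerebellum, the direction varied between days for 54 DTGs. Under the 75th percentile scaling, 251 DTGs were lower on all 5 days instead of 166.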

A varying dysregulation over the course of infection was observed for 590 DTGs.

### 3.5. Differentially Transcribed Microarray Probes and Corresponding Genes in Brains of T. cati-Infected Mice

During the course of *T. cati*-induced brain infection, a total of 274 microarray probes were differentially transcribed in the cerebrum, resulting in 220 DTGs (Figure 2), as 48 DTPs could not be annotated and six DTPs were replicates of different genes. 

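In the cerebrum of *T. cati*-infected mice, limma's F-test called 4953 probes (2507 higher, 2446 lower; 11559 before adjustment), and the SAM-type test called 707 at a delta of 0.59 and an estimated FDR of 9.82%. The maSigPro-type regression called 699 probes. The 3 methods shared 171 DTPs, of which 44 had no gene symbol, corresponding to 120 DTGs. The 75th percentile scaling moved these counts upward, to 319 DTPs and 206 DTGs. Scan session as a random block in limma, an alternative chosen after the data were seen, moved them downward to 92 and 54. By the 75th percentile scaling, the F-test called 5721 probes higher and 2741 lower, 67.6% higher against 50.6% in the quantile normalized values. The *T. cati* cerebrum of day 70 pi, replicate 1, had a large share in the number of DTGs, which was 74 without it.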

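Of the 120 DTGs recomputed for the *T. cati* cerebrum, 86 were higher than in controls on all 5 days and 34 varied between days. None were lower on all 5 days by the 3 methods, while limma's F-test alone called 2446 probes lower on average (11559 probes in both directions at an unadjusted p under 0.05). Across alternatives, 0 to 3 DTGs were lower on all 5 days, the most in the authors' normalized values. Without replicate 1 of day 70 pi, 54 DTGs were higher on all 5 days. The mean log2 fold change rose most for Retnla (2.11, adjusted p = 8.72e-05 from limma's F-test), C3 (1.49, 0.000403) and H2-Ab1 (1.47, 0.000176). For Retnla, 1 of 3 control arrays of day 28 pi and 2 of 3 of day 98 pi were well above background. When scan session was a fixed effect, over days 28, 70, 98 and 120 pi alone, these 3 means were -0.45, -1.12 and -0.05, and the adjusted p were 0.925, 0.216 and 0.65. In the other 11 alternatives, the adjusted p of all 3 genes stayed under the threshold. Session 13 alone held both *T. cati* and control arrays, with replicate 1 of day 28 pi as its control cerebrum. The values with scan session as a fixed effect therefore rest on few arrays here.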

A consistent upregulation was observed for six DTGs, while nine DTGs were downregulated at each time point of the analysis, and 205 DTGs varied in their transcriptional regulation during the course of infection. 

Cerebellar neuroinvasion of *T. cati* was characterized by 263 DTPs, corresponding to 215 identified DTGs, as 35 DTPs could be annotated and 13 DTPs were replicates. 

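In the cerebellum of *T. cati*-infected mice, limma's F-test called 4102 probes (2127 higher, 1975 lower; 11533 before adjustment), the SAM-type test 5984 at a delta of 0.73 and an estimated FDR of 9.6%, and the maSigPro-type regression 1433. The 3 methods shared 740 DTPs, of which 108 had no gene symbol, corresponding to 575 DTGs. With 2 surrogate variables from the control probes, the numbers were 1207 and 927, and with scan session as a random block, chosen after the data were seen, 401 and 326. Under the 75th percentile scaling, the F-test called 6395 probes higher and 2019 lower, 76% higher against 51.9% in the quantile normalized values.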

The infection evoked the upregulation of 127 DTGs and downregulation of DTGs throughout the course of infection, while the regulation of the remaining 69 DTGs did not show a distinct trend.

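Of the 575 DTGs recomputed for the *T. cati* cerebellum, 511 were higher and 12 lower than in controls on all 5 days, and 52 varied. The mean log2 fold change rose most for Retnla (3.32, adjusted p = 2.01e-09 from limma's F-test), Ccl8 (3.16, 2.64e-10) and C3 (2.91, 7.61e-11). For Retnla, 2 of 3 control arrays of day 120 pi were well above background. Given scan session as a fixed effect, which gave the highest adjusted p of their 12 alternatives, the adjusted p of these genes were 0.05, 0.0161 and 0.0467. It fell most for Birc7 (-0.39, 0.00053), Pcsk1 (-0.36, 0.000492) and Kcnj8 (-0.34, 0.000688), which were past the threshold in 11 of 12 alternatives and reached 0.216, 0.105 and 0.285 with scan session. Leaving out 1 array changed the number lower on all 5 days to 21 (day 28 pi, replicate 2), 24 (day 70 pi, replicate 3), 20 (day 98 pi, replicate 3) and 22 (day 120 pi, replicate 1).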

### 3.6. DTG Overlap in Cerebra and Cerebella of T. canis- and T. cati-Infected Mice 

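Among the DTGs of the 4 combinations of infection and brain region, 572 genes were called in exactly 1 combination. The *T. canis* cerebrum and cerebellum shared 670 DTGs, 669 of them with the same sign of the mean log2 fold change. In the cerebrum, 119 DTGs were shared by both infections (118 with the same sign), and in the cerebellum 574 (574).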

Comparative DTG analysis showed that 2324 genes were solely dysregulated in either the cerebrum or the cerebellum of *T. canis*- or *T. cati*-infected mice, respectively (Figure 3). Regarding DTG overlap, 507 genes were dysregulated in two overlapping subsets, while 63 genes were affected in three overlapping subsets. 

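A further 372 genes were called in exactly 2 combinations and 337 in exactly 3. The full model of the maSigPro-type regression was common to both infections, with 11437 probes in the cerebrum and 15299 in the cerebellum. The R squared of a probe was common to them as well, which can raise the number of shared DTGs. Both infections were also compared with the same controls, which alone gives a relation between them. To size it, 20 simulations without any change were made. In each, all arrays of a brain region, controls included, were redrawn from residuals around the mean of their day. Both infections shared the redrawn controls, and the real control values were not used. In the cerebrum, the mean log2 fold changes of both infections correlated with r = 0.532 across probes, against a median of 0.502 in the simulations (0.165 to 0.793). The share of probes with the same sign was 62.9%, against 66.9% (56.3% to 77.3%). In the cerebellum, r was 0.838 against 0.43 (-0.0233 to 0.719), and the share 74.6% against 64.9% (51% to 76.5%). Probes are not independent replicates, so no p was derived from these correlations. The simulated groups hold no real change, so these values do not address the 170 DTPs that the infections shared in the cerebrum and the 737 in the cerebellum.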

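In the recomputed values, 106 genes were DTGs in both brain regions of mice infected with *T. canis* as well as *T. cati*. The overlap of DTG sets was 190 under the 75th percentile scaling, 130 with the authors' normalized values, 117 without dim probes and 80 with limma's daily comparisons in place of its F-test. Without the *T. cati* cerebrum of day 70 pi, replicate 1, it was 62.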

Only five genes were dysregulated in the cerebrum and cerebellum of *T. canis*- as well as *T. cati*-infected mice. Of these five genes, the transcription values of *Ighm*, *Jchain,* and *Slpi* increased progressively during the course of infection in both brain areas of *T. canis* as well as *T. cati*-infected mice (*p* = 0.0294) (Figure 4). 

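Jchain and Slpi were among the 106 genes called in all 4 combinations, while no probe was matched to Ighm by the annotation used, and it was not analysed here. Jchain (probe A_51_P150710) had a log2 value of 7.35 (SD 0.136, n = 3) in the *T. canis* cerebrum on day 14 pi and 7.05 (SD 0.117) in controls, a log2 fold change of 0.30 (SE 0.233, adjusted p = 0.534 from limma). On day 120 pi, it was 11.23 (SD 0.229) against 7.29 (SD 0.115), a log2 fold change of 3.94 (SE 0.193, limma adjusted p = 1.67e-16). Slpi (probe A_52_P472324) went from a log2 fold change of 0.49 (limma adjusted p = 0.516) to 6.02 (SE 0.313, limma adjusted p = 4.03e-16) over the same days, with values of 13.25 (SD 0.262) against 7.23 (SD 0.361) on the latter. For the *T. canis* cerebellum, the log2 fold change of Jchain was 0.57 (limma adjusted p = 0.643) on day 14 pi and 4.58 (SE 0.338, limma adjusted p = 1.18e-12) on day 120 pi, and that of Slpi 1.07 (limma adjusted p = 0.351) and 6.78 (SE 0.396, limma adjusted p = 5.61e-15). In *T. cati*-infected mice, Jchain changed from 0.10 to 2.29 in the cerebrum (limma adjusted p = 0.909 and 3.15e-07) and from 0.39 to 2.19 in the cerebellum (limma adjusted p = 0.669 and 0.0114), where day 98 pi was highest with 2.39 (limma adjusted p = 0.0329). Slpi changed from -0.26 to 3.74 in the *T. cati* cerebrum (limma adjusted p = 0.839 and 3.15e-07) and from 0.13 to 3.37 in the cerebellum (limma adjusted p = 0.932 and 0.0009). With scan session as a fixed effect, the F-test of both genes stayed past the threshold in *T. canis*-infected mice and not in *T. cati*-infected mice. In the *T. cati* cerebrum and cerebellum, its adjusted p was then 0.0515 and 0.121 for Jchain and 0.0778 and 0.192 for Slpi, the highest of their 12 alternatives, of which the lowest were 5.39e-09, 1.48e-07, 5.74e-09 and 3.93e-07.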

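Over the 15 infected arrays of a brain region, the log2 value was correlated with the study day by two-sided permutation tests with 100000 resamples. A family of 24 such relations was tested, of 4 genes in 3 groups and 2 brain regions. Within the *T. canis* cerebrum, Pearson's r was 0.974 for Jchain and 0.975 for Slpi, and Spearman's coefficient was 0.96 for both (permutation p = 1e-05 for each, the smallest possible, 4.8e-05 and 6e-05 after Benjamini-Hochberg adjustment). For the *T. cati* cerebrum, r was 0.901 and 0.914, and Spearman's coefficient was 0.949 for both, with the same p-values. As to the *T. canis* cerebellum, Jchain had r = 0.895 (permutation p = 4e-05, adjusted 0.000137) and Spearman's coefficient = 0.895 (3e-05, 0.000144), and Slpi r = 0.905 (3e-05, 0.00012) and Spearman's coefficient = 0.862 (8e-05, 0.000274). Within the *T. cati* cerebellum, Jchain had r = 0.803 (permutation p = 0.00085, adjusted 0.00255) and Spearman's coefficient = 0.764 (0.00159, 0.00477), and Slpi r = 0.91 (1e-05, 4.8e-05) and Spearman's coefficient = 0.895 (4e-05, 0.00016). Day 14 pi was the study day furthest from the median day. Without its 3 arrays, r was 0.956 and 0.961 for Jchain and Slpi in the *T. canis* cerebrum, and 0.823 and 0.853 in the *T. cati* cerebrum. In the same order, r was then 0.833 and 0.896 in the *T. canis* cerebellum, and 0.699 and 0.899 in the *T. cati* cerebellum. In control arrays, r was 0.219 for Jchain in the cerebrum (permutation p = 0.45), 0.265 in the cerebellum (p = 0.336) and -0.0154 for Slpi in the cerebrum (p = 0.959). Slpi fell with the day in control cerebella (r = -0.508, permutation p = 0.017, adjusted 0.0453). Spearman's coefficient there was -0.611 (permutation p = 0.0186, adjusted 0.0496). Without the 3 arrays of day 14 pi, r was -0.152, so that this relation rests on those arrays. The trends were not tested with scan session in the model.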

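Neither Dnajc21 nor Rbm33 was a DTP by the 3 methods in any combination of infection and brain region. In the *T. canis* cerebellum, the log2 fold change of Dnajc21 (probe A_51_P439857, 3 mice per group) was -0.12, -0.24, -0.16, -0.35 and -0.44 on the 5 study days, with limma adjusted p = 0.757, 0.198, 0.471, 0.0198 and 0.000385. Its mean was -0.26 (adjusted p = 0.000381 from limma's F-test; 6.17e-05 to 0.32 over 12 alternatives), and with scan session as a fixed effect it was 0.16. The R squared of its maSigPro-type model was 0.44 in the cerebellum and 0.618 in the cerebrum, both under the minimum of 0.65. For the *T. canis* cerebrum, its mean was -0.39 (F-test adjusted p = 1.87e-07 from limma; 0.332 with scan session as a fixed effect, the highest of 12 alternatives from 1.06e-07). In *T. cati*-infected mice, it was -0.20 in the cerebrum (F-test adjusted p = 0.00247 from limma) and -0.12 in the cerebellum (limma adjusted p = 0.365), and with scan session as a fixed effect 0.24 in the cerebrum (limma adjusted p = 0.222). A second probe of Dnajc21 went the same way, with means of -0.34, -0.29, -0.21 and -0.20 in the *T. canis* cerebrum and cerebellum and the *T. cati* cerebrum and cerebellum. Limma's F-test called this probe in each (adjusted p = 0.000999, 1.57e-05, 0.013 and 0.00512), and the SAM-type test in all but the *T. cati* cerebrum. Rbm33 (probe A_55_P2408330) had a log2 fold change of -0.05 on days 70 and 98 pi and -0.25 on day 120 pi in the *T. canis* cerebellum (limma adjusted p = 0.887, 0.837 and 0.0868). Its mean there was -0.07 (F-test adjusted p = 0.526 from limma), and 0.04 in the authors' normalized values. A second probe of Rbm33 had a mean of -0.01 there (F-test adjusted p = 0.0283 from limma). Its daily values ranged from -0.31 to 0.26, and limma called it on 1 day. Within the *T. canis* cerebrum (probe A_55_P1958697), the mean was 0.03 (F-test adjusted p = 0.00397), with a fall on day 120 pi of -0.29 (limma adjusted p = 0.00517).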

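In *T. cati*-infected mice, the mean log2 fold change of Rbm33 was above 0, with 0.17 in the cerebrum (adjusted p = 0.00482 from limma's F-test, 0.00345 to 0.163 over 12 alternatives) and 0.14 in the cerebellum (0.0809, 0.0174 to 0.233). Fitted with scan session as a fixed effect, that of the *T. cati* cerebrum was -0.023 (adjusted p = 0.163). The mean of Rbm33 in the *T. canis* cerebrum turned below 0 under the 75th percentile scaling (-0.0034), with the authors' normalized values (-0.0018) and with scan session as a fixed effect (-0.31), with adjusted p of 0.155, 0.124 and 1 from limma. Against the study day, Dnajc21 in the *T. canis* cerebellum had r = -0.405 (permutation p = 0.137, adjusted 0.253) and Spearman's coefficient = -0.447 (permutation p = 0.099, adjusted 0.198). Without the 3 arrays of day 14 pi, r was -0.446. Spearman's coefficient was -0.764 with the authors' normalized values and -0.567 under the 75th percentile scaling (permutation p = 0.002 and 0.0331), both alternatives chosen after the data were seen. Rbm33 in the *T. canis* cerebellum had r = -0.137 (permutation p = 0.651, adjusted 0.679) and Spearman's coefficient = -0.382 (p = 0.166, adjusted 0.277).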

Transcription of *Dnajc21* and *Rbm33* was rather downregulated, strikingly with statistically significant decreased values during the chronic phase (as of day 70 pi) of cerebellar *T. canis* infection (*p* = 0.0177).

### 3.7. PANTHER Pathway Analysis of DTGs

An overview of statistically significantly dysregulated PANTHER pathways in cerebra and cerebella of *T. canis*-infected mice is given in Table 1. Of the 1039 DTGs in the cerebrum of *T. canis*-infected mice, 915 DTGs mapped uniquely, 21 had multiple mapping information, and 103 could not be mapped in PANTHER pathways. The broad majority of mapped DTGs (790) were marked as “unclassified” and did not cluster in specific pathways. A total of 125 DTGs were mapped in 9 statistically significantly dysregulated pathways. 

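PANTHER pathway membership was not used here, and 31 gene lists written beforehand took its place, tested by limma's camera with a preset correlation of 0.01 and Benjamini-Hochberg adjustment over the 31 lists. A list of 21 cholesterol biosynthesis enzymes was lower in the *T. canis* cerebrum as a mean over the 5 days (camera adjusted p = 1.03e-13, and 6.06e-14 by fry). All 21 enzymes had a mean log2 fold change below 0, with a median of -0.41 and a range of -0.69 to -0.0025. On all 5 days, 16 of them were lower than controls. Limma's F-test called 17 of the 21, all lower, or 18 when adjusted over the list alone. The 6 DTPs among them were Idi1 (-0.69, adjusted p = 1.38e-08 from limma's F-test), Msmo1 (-0.59, 3.31e-11), Fdft1 (-0.51, 3.1e-06), Sqle (-0.51, 2.28e-09), Hmgcs1 (-0.50, 2.69e-09) and Sc5d (-0.32, 1.04e-05). A second probe of Fdft1 had a mean of -0.06 (limma adjusted p = 0.753). When scan session was a fixed effect, over days 70, 98 and 120 pi, the list stayed lower (camera adjusted p = 5e-06, the highest of its 8 alternatives, with a lowest of 6.12e-14). Of the 6 genes, Hmgcs1 then had an adjusted p of 0.0395, and Msmo1 0.079, Idi1 0.139, Sqle 0.178, Sc5d 0.433 and Fdft1 0.566; these were the highest of 12 alternatives, and each gene was past the threshold in the other 11.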

The infection affected the cholesterol biosynthesis (fold enrichment = 10.76, adj. *p* = 0.003), including six predominately downregulated genes. In contrast, transcription of the 13 affected DTGs in the interleukin signaling pathway (fold enrichment = 3.44, *p* = 0.005) was mostly upregulated during the course of infection. 

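A list of 78 interleukins and their receptors was higher in the *T. canis* cerebrum (camera adjusted p = 4.82e-10, 2.8e-11 to 0.000634 over 8 alternatives). Limma's F-test called 33 of these genes higher and 6 lower, or 39 genes when adjusted over the list alone. The median of their mean log2 fold changes was 0.0492 and the mean 0.206. The lowest p among genes that rose belonged to Il2rg, Il13 and Il1r2, and among genes that fell to Il1rap, Il17re and Il3.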

No distinct trend was observed for the remaining pathways, where genes were either up- or downregulated during the course of infection.

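Of the 31 lists, 14 were higher and 4 lower in the *T. canis* cerebrum by camera, and all 18 calls also held under fry, which called 24. Given scan session as a fixed effect, 14 lists were called, 13 of them among these 18. Higher lists included chemokines and their receptors (52 genes, camera adjusted p = 1.07e-18; 31 called higher and 2 lower by limma's F-test, 33 adjusted over the list alone), apoptosis regulators (36 genes, 3.5e-11; 21 and 3; 27), B-cell activation (20 genes, 2.59e-11; 13 and 1; 16) and T-cell activation (20 genes, 2.59e-11; 10 and 0; 10). Toll receptor signaling (5.63e-13), JAK/STAT (0.00115) and FAS signaling (1.64e-05) were higher by camera as well. Camera did not call the lists for G-protein signaling (35 genes, 0.925; 8 called higher and 9 lower by limma's F-test, 18 adjusted over the list alone), the Ras pathway (17 genes, 0.618; 4 and 3; 7), Slit/Robo axon guidance (21 genes, 0.649; 6 and 6; 12), the amyloid secretase pathway (23 genes, 0.608; 4 and 7; 14) and gonadotropin-releasing hormone (11 genes, 0.26; 0 and 2; 2). Of these, fry called Slit/Robo higher (adjusted p = 0.00308) and the amyloid secretase (0.0366) and gonadotropin-releasing hormone lists (0.0325) lower. For G-protein signaling, Ras and Slit/Robo, camera's direction was up, while the median log2 fold change lay below 0 (-0.0539, -0.00154 and -0.0151) and the mean above 0. Among the members with the lowest p were Rras, Mapk3 and Mras (higher) and Hras and Rala (lower) for Ras, and Rac2, Cxcr4 and Gnai2 (higher) and Cxcl12, Slit2 and Robo3 (lower) for Slit/Robo. The CCKR pathway was not analysed here.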

In the cerebella of *T. canis*-infected mice, 249 out of the 2073 DTGs remained unmapped by PANTHER pathways analysis, while 1824 could be mapped. Of these, 1643 DTGs mapped uniquely and 181 had multiple mapping information. While 1542 DTGs were marked as “unclassified”, 101 DTGs were dysregulated in three statistically significantly affected pathways; apoptosis signaling, chemokine, and cytokine signaling as well as integrin signaling (Table 1). 

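As to the *T. canis* cerebellum, apoptosis regulators (camera adjusted p = 3.11e-10), chemokines and their receptors (8e-20) and integrin subunits (29 genes, 3.59e-06) were higher than in controls. They were called by camera in all 8 alternatives, with a highest adjusted p of 4.41e-08, 9.9e-10 and 0.00997. Of the 31 lists, 15 were higher and 3 lower, all of which held under fry, which called 22.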

Within these pathways, the different DTGs did not show a distinct trend, but were either up- or downregulated. 

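Among the apoptosis regulators in the *T. canis* cerebellum, limma's F-test called 26 higher and 5 lower, or 33 when adjusted over the list alone, with a median log2 fold change of 0.238. Casp4, Casp8 and Tnfrsf1a had the lowest p among genes that rose, and Bcl2l1, Bcl2 and Birc2 among genes that fell. Of the chemokines and receptors, 35 were called higher and 3 lower (39 adjusted over the list alone, median 0.297), led by Ccl6, Ccl8 and Ccl9 upward and Cxcl12, Ccl27a and Cx3cl1 downward. Of the integrin subunits, 18 were called higher and 4 lower (22 adjusted over the list alone, median 0.229), led by Itgax, Itgb2 and Itgb3 upward and Itgb1bp1, Itgam and Itga3 downward.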

The infection with *T. cati* resulted in 220 DTGs in the cerebrum, of which 199 DTGs were mapped, while 21 DTGs could not be allocated in specific PANTHER pathways. In the cerebellum, 195 of the 215 DTGs could be mapped and 20 DTGs did not cluster. However, *T. cati* infection did not result in statistically significant transcriptional pathway alterations in either the cerebrum or the cerebellum.

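For the same 31 lists, camera called 13 in the *T. cati* cerebrum (9 higher, 4 lower) and 17 in the *T. cati* cerebellum (13 higher, 4 lower). All 13 and 16 of the 17 held under fry; the exception was the list of cholesterol biosynthesis enzymes in the cerebellum (camera adjusted p = 0.0166, fry 0.0929). Chemokines and their receptors were higher in the *T. cati* cerebrum (6.59e-09) and cerebellum (2.32e-19), as were interleukins (0.000493 and 1.37e-06), Toll receptor signaling (0.0102 and 1.34e-05), B-cell activation (3.64e-05 and 2.68e-13) and T-cell activation (5.99e-06 and 8.06e-10), all by camera. Limma's F-test called 9 chemokines and receptors higher and 1 lower in the cerebrum (14 adjusted over the list alone) and 22 higher and 2 lower in the cerebellum (27). With scan session as a fixed effect, 4 lists were called in each brain region of *T. cati*-infected mice; 1 of the 13 calls in the cerebrum and 4 of the 17 in the cerebellum were among them in the same direction. In the cerebrum, the chemokine list was then not called, with the opposite direction (camera adjusted p = 0.843, from a lowest of 1.32e-12 over 8 alternatives), while in the cerebellum it was still higher (0.000689, from 1.59e-23). The lists for interleukins, Toll receptor signaling, B-cell and T-cell activation were then called in neither, with the opposite direction in the cerebrum (camera adjusted p = 0.832, 0.396, 0.663 and 0.637) and the same in the cerebellum (0.433, 0.42, 0.306 and 0.28).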

### 3.8. Enriched PANTHER Pathways at Different Study Days

The number of DTGs and statistically significantly affected pathways for each study day during the course of infection are provided in Table 2. 

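Within the 856 DTGs recomputed for the *T. canis* cerebrum, 56, 55, 61, 52 and 52 were lower than in controls on days 14, 28, 70, 98 and 120 pi. Over all probes, limma called 1247, 1412, 2953, 43 and 3866 probes lower on these days and 2017, 1682, 2753, 1075 and 2941 higher. Of the probes called on each day, 485, 300, 457, 455 and 508 differed by more than 2-fold. By the 75th percentile scaling, 1517 probes were higher and 563 lower on day 28 pi (72.9% higher against 54.4%), and with the authors' normalized values 1576 were higher and 413 lower on day 98 pi. Each of these daily counts rests on 3 mice per group, and leaving out 1 array moved it by more than 1.5 times on every day, in the extreme to 1626, 1125, 2724, 437 and 3485 probes in total. Fitted with scan session as a fixed effect, 1033, 153 and 8 probes were called in total on days 70, 98 and 120 pi.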

The number of downregulated genes in the cerebra of *T. canis*-infected mice varied from 418 (day 120 pi) to 505 (day 70 pi). 

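The list of cholesterol biosynthesis enzymes was lower than in controls on every study day in the *T. canis* cerebrum (camera adjusted p = 7.4e-12, 1.18e-07, 2.04e-13, 1.41e-05 and 9.2e-05 on days 14, 28, 70, 98 and 120 pi). Camera called 2, 3, 5, 1 and 5 lists lower on these days, and all of these calls held under fry. Of the 6 DTPs in the list, limma called 5 lower on day 14 pi, with log2 fold changes of -0.91 (Msmo1, adjusted p = 2.27e-08) to -0.64 (Hmgcs1, 2.38e-05), the exception being Sc5d (-0.23, 0.172). On day 70 pi all 6 were called, from -0.88 (Hmgcs1, limma adjusted p = 2.57e-07) to -0.61 (Sc5d, 0.00012). None of the 6 was called on day 98 pi, where limma's adjusted p ranged from 0.105 for Msmo1 to 0.637 for Fdft1 and the F-test over all days called each of them. On day 120 pi, Idi1 (-0.62, limma adjusted p = 0.000212), Sqle (-0.39, 0.000914) and Msmo1 (-0.59, 2.82e-06) were called, and Sc5d was 0.03 (0.881).

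**Figure D1:**
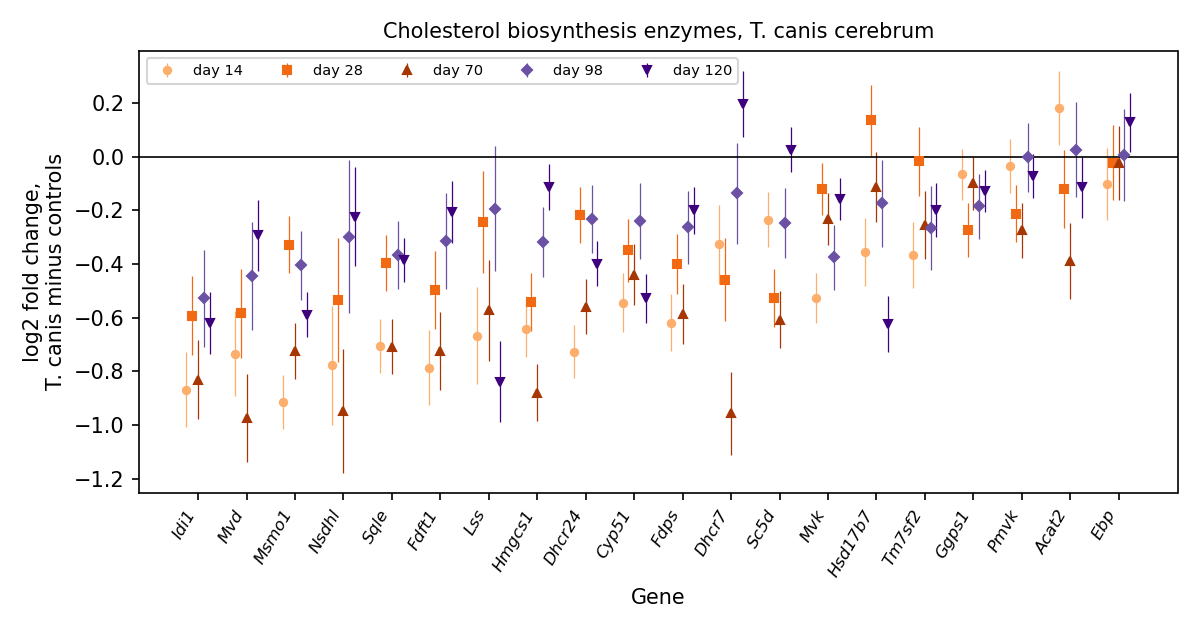
Log2 fold change against uninfected controls of 20 of the 21 cholesterol biosynthesis enzymes in the *T. canis* cerebrum, ordered by their mean over the 5 days; the remaining enzyme is not reported singly here. Symbols stand for the study days (3 infected and 3 control mice each) and bars for the standard error from limma; the mean of each gene shown lies below 0, under the 75th percentile scaling and with the authors' normalized values too.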

The cholesterol biosynthesis was the only pathway with statistically significantly decreased transcription rates at each time point of the study. In the advanced chronic phase of infection, i.e., days 98 and 120 pi, the heterotrimeric G-protein signaling pathway was additionally downregulated. 

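For G-protein signaling in the *T. canis* cerebrum, camera gave an adjusted p of 0.258 on day 98 pi and 0.684 on day 120 pi, both with an upward direction. On days 14, 28 and 70 pi, the adjusted p were 0.917, 0.905 and 0.37. Of the 5 days, fry called the list on day 70 pi alone (lower, adjusted p = 0.0453).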

Further pathways like the gonadotropin-releasing hormone receptor pathway or the Alzheimer disease-amyloid secretase pathway were statistically significantly affected by downregulated DTGs at day 120 pi.

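On day 120 pi in the *T. canis* cerebrum, the list for gonadotropin-releasing hormone and the pituitary was lower (camera adjusted p = 0.0439), and it was not called on the other days, with adjusted p of 0.118, 0.905, 0.916 and 0.258 on days 14, 28, 70 and 98 pi. The amyloid secretase list was not called on day 120 pi (0.932) nor on any other day, with a lowest adjusted p of 0.339. Lists called lower on day 120 pi besides cholesterol biosynthesis included neuron (0.0373), choroid plexus (0.00455) and cerebellum markers (0.00581).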

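Of the 856 DTGs recomputed for the *T. canis* cerebrum, 800, 801, 795, 804 and 804 were higher than in controls on days 14, 28, 70, 98 and 120 pi.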

The number of upregulated genes in the cerebra of *T. canis*-infected mice varied between 534 DTGs at day 70 pi and 621 DTGs at day 120 pi. 

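In the *T. canis* cerebrum, camera called apoptosis regulators higher on all 5 days (adjusted p = 2.63e-09, 0.000504, 2.3e-05, 5.78e-08 and 1.23e-07), as it did interleukins (1.53e-08, 3.96e-06, 0.0019, 3.74e-11 and 1.14e-05), chemokines (1.7e-17, 3.5e-10, 1.26e-06, 6.9e-19 and 4.6e-15), B-cell activation (2.56e-09, 3.05e-08, 3.39e-06, 1.05e-11 and 1.23e-07) and T-cell activation (1.36e-14, 1.86e-06, 0.00188, 4.76e-10 and 8.07e-07). JAK/STAT was called higher by camera on days 14 and 98 pi (1.3e-05 and 5.12e-05) and not on days 28, 70 and 120 pi (0.0553, 0.312 and 0.125), and by fry on all 5 days (2.95e-11, 0.000131, 0.00146, 1.72e-06 and 0.000273). Camera called 13, 11, 12, 14 and 13 lists higher on the 5 days.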

Gene transcription of DTGs in the apoptosis-, JAK/STAT-, Interleukin-, CCKR- and chemokine and cytokine-mediated signaling pathways as well as the B- and T-cell activation was mostly upregulated throughout the whole study period. Additionally, the Ras pathway was significantly affected at days 14, 28, 70, and 98 pi, and the Slit/Robo mediated axon guidance pathway at days 14, 70, and 120 pi by upregulated DTGs. 

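By camera, the Ras list was not called on any day in the *T. canis* cerebrum, with adjusted p of 0.176, 0.917, 0.418, 0.193 and 0.541. The direction was upward on days 14, 28 and 98 pi. Camera did not call Slit/Robo axon guidance either (0.19, 0.745, 0.916, 0.514 and 0.486), with an upward direction on days 14, 70, 98 and 120 pi. Fry called it higher on day 14 pi (adjusted p = 0.00417) and not on the later days (0.883, 0.447, 0.312 and 0.0736).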

In the FAS signaling pathway, DTGs were significantly upregulated in the subacute phase (days 14 and 28 pi) and the beginning of the chronic phase (day 70 pi) of infection. 

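The FAS signaling list of 14 genes was higher on all 5 days in the *T. canis* cerebrum (camera adjusted p = 6.24e-05, 0.00652, 0.0199, 4.73e-05 and 0.0287). Over the 5 days, limma's F-test called 7 of its genes higher and 0 lower, and 7 when adjusted over the list alone.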

In the cerebella of *T. canis*-infected mice, the number of downregulated DTGs varied between 934 DTGs at day 28 pi and 1091 DTGs at day 98 pi, but no particular pathway was overrepresented in the PANTHER pathway analysis. 

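Within the 1200 DTGs recomputed for the *T. canis* cerebellum, 198, 190, 188, 195 and 194 were lower than in controls on days 14, 28, 70, 98 and 120 pi. Limma called 474, 3560, 2305, 3138 and 8859 probes lower on these days. Under the 75th percentile scaling, 2154 probes were lower and 2553 higher on day 28 pi, 54.2% higher, where 2272 were higher in the quantile normalized values. Camera called 2, 0, 3, 3 and 2 lists lower on the 5 days, and cholesterol biosynthesis was among them on days 70 and 98 pi (adjusted p = 1.55e-05 and 0.0372). For day 28 pi, where camera called 0 lists lower, its adjusted p for cholesterol biosynthesis was 0.916.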

Upregulation of genes varied between 1017 DTGs at day 70 pi and 1139 DTGs at day 28 pi. 

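For the *T. canis* cerebellum, 1002, 1010, 1012, 1005 and 1006 of the 1200 DTGs were higher than in controls on the 5 study days. Over all probes, limma called 1187, 2272, 2293, 2938 and 5493 higher, and 398, 407, 667, 783 and 1006 of the probes called in either direction differed by more than 2-fold. When scan session was a fixed effect, 8307, 303, 3545 and 3352 probes were called on days 28, 70, 98 and 120 pi, instead of 5832, 4598, 6076 and 14352, and day 14 pi could not be fitted.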

During the entire study period, the Toll receptor-, Apoptosis-, Interleukin- and chemokine and cytokine-mediated signaling, as well as the B-cell activation pathway, included statistically significant numbers of upregulated DTGs. 

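Within the *T. canis* cerebellum, Toll receptor signaling was higher on all 5 days (camera adjusted p = 2.53e-05, 0.000751, 6.69e-08, 4.13e-13 and 1e-06), as were apoptosis regulators (6.93e-08, 0.0171, 1.43e-06, 8.39e-12 and 8.91e-09), interleukins (6.93e-08, 1.82e-05, 7.48e-05, 2.54e-08 and 3.04e-06), chemokines (2.27e-19, 1.4e-11, 5.05e-09, 1.2e-20 and 1.03e-17) and B-cell activation (1.02e-07, 1.5e-10, 1.89e-07, 4.13e-13 and 1.98e-09). Of the lists called on day 14 pi, 14 of 16 held under fry.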

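T-cell activation was called higher by camera on all 5 days in the *T. canis* cerebellum, with adjusted p of 5.2e-12, 3.82e-05, 0.00279, 1.85e-08 and 2.58e-07 on days 14, 28, 70, 98 and 120 pi. Cadherins (23 genes) had a downward direction and were called by camera on no day (0.581, 0.262, 0.0509, 0.0887 and 0.295). By fry they were lower on days 28, 70, 98 and 120 pi (adjusted p = 0.00408, 0.000521, 2.09e-05 and 1.78e-05) and not called on day 14 pi (0.22).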

The T-cell activation and the Cadherin signaling pathway were significantly affected in the subacute phase of infection at day 28 as well as the latest time point of the analysis, day 120 pi. 

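As to the *T. canis* cerebellum, camera called the plasminogen activation list higher on all 5 days (adjusted p = 0.000146, 0.0374, 4.83e-05, 1.85e-08 and 1.17e-06). Camera called JAK/STAT higher on days 14, 70, 98 and 120 pi (0.000847, 0.00779, 0.000895 and 0.00998) and not on day 28 pi (0.0934), when fry did (0.00408). As a mean over the days, its adjusted p from camera was 0.000671, and 0.051 with scan session as a fixed effect, the highest of 8 alternatives from 0.00039.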

The Plasminogen activating cascade and the JAK/STAT signaling pathway were significantly altered in the chronic phase-only i.e., at days 70, 98, and 120 pi and days 98 and 120 pi. 

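Of the 120 DTGs recomputed for the *T. cati* cerebrum, 27, 3, 1, 3 and 8 were lower than in controls on days 14, 28, 70, 98 and 120 pi. Over all probes, limma called 78, 1470, 742, 0 and 140 lower in the cerebrum, while 3242 probes in both directions had an unadjusted p under 0.05 on day 98 pi, when 7 probes were called higher. In the cerebellum, 51, 24, 22, 21 and 22 of 575 DTGs were lower, and limma called 621, 16, 1677, 3 and 338 probes lower. By the 75th percentile scaling, 1552 probes were lower and 4324 higher on day 14 pi in the *T. cati* cerebrum, and 33 lower and 60 higher on day 120 pi. In the cerebellum, 1880 were lower and 4700 higher on day 14 pi, 1 lower and 187 higher on day 28 pi, and 982 lower and 1731 higher on day 70 pi.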

During the course of infection with *T. cati*, the number of downregulated genes varied between 52 DTGs and 78 DTGs at days 70 and 120 pi in the cerebra and between 52 DTGs and 55 DTGs at days 14 and 120 pi in the cerebella. Upregulation of DTGs in the cerebra of *T. cati*-infected mice varied between 142 DTGs at day 120 pi and 168 DTGs at day 70 pi. 

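In the *T. cati* cerebrum, 93, 117, 119, 117 and 112 of the 120 DTGs were higher than in controls on days 14, 28, 70, 98 and 120 pi. Limma called 131, 1452, 822, 7 and 80 probes higher, and 2, 61, 52, 6 and 35 of the probes called in either direction differed by more than 2-fold. Without replicate 1 of day 70 pi in the *T. cati* cerebrum, 8 probes in total were called on that day instead of 1564.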

In the cerebella, the range of upregulated DTGs was 160 DTGs at day 120 pi and 163 DTGs at day 14 pi. However, although the infection with *T. cati* resulted in differentially transcribed genes in both brain parts, no particular pathway was statistically significantly affected.

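For the *T. cati* cerebellum, 524, 551, 553, 554 and 553 of the 575 DTGs were higher than in controls on the 5 study days. Limma called 573, 79, 1535, 46 and 651 probes higher, and 42, 67, 222, 37 and 131 of the probes called in either direction differed by more than 2-fold. On days 28 and 98 pi, another split of the same 6 arrays gave more probes, 1050 instead of 95 and 261 instead of 49. In the former, replicates 1 and 3 of *T. cati* and control replicate 1, from scan sessions 1 and 13, stood against arrays from sessions 9 and 6. In the latter, replicates 1 and 3 of *T. cati* and control replicate 1, from scan sessions 2 and 7, stood against arrays from sessions 13, 7 and 11.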

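On the single days, camera called 1, 7, 5, 5 and 4 of the 31 lists in the *T. cati* cerebrum on days 14, 28, 70, 98 and 120 pi, of which 0, 6, 2, 0 and 1 held under fry. Within the *T. cati* cerebellum, it called 11, 9, 13, 12 and 10, of which 5, 7, 11, 12 and 10 held under fry. Chemokines and their receptors were called higher in the cerebellum on all 5 days (camera adjusted p = 1.01e-09, 6.6e-11, 9.1e-08, 9.19e-09 and 9.03e-10) and in the cerebrum on days 28, 70, 98 and 120 pi (0.0358, 0.0161, 0.00737 and 0.0017).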

## 4. Discussion

The progressive migration and accumulation of larvae in somatic and cerebral tissues classifies NT into an acute (approx. until day 14 pi), subacute (approx. until day 28 pi), and subsequent chronic phase of infection [15]. The course of infection is characterized by the onset of neurobehavioral changes and inflammatory reactions in the brain of infected paratenic hosts in the acute and subacute phase, as well as progressively increasing behavioral and pathological effects during the chronic phase [20,31,32]. The CNS manifestation in humans is associated with different neuropsychological disorders and cognitive deficits [7,8,11,12,13,14]. Furthermore, murine NT, used as a model for human NT, is characterized by neurological and motor dysfunctions, reduced levels of aggressive behavior and anxiety as well as impairments of learning and memory capacity [30,32,33]. Larval migration into the cerebral tissues causes parenchymal damage with macroscopically visible hemorrhagic lesions, while the further course of infection results in neurodegenerative processes [20,21,31,34]. Although larvae of *T. canis* are regarded as the common causative agent of human NT, *T. cati* is also capable of inducing NT [15,16,17,18]. Neurological disorders and histopathological alterations are prominent in both infections, but the progression of the disease is pronounced in *T. canis*-induced infections [15,19,21,31,35]. These differences in the severity of NT are reflected by alterations in transcriptomic profiles of both infection groups in the present study. The combined SAM, limma and maSigPro microarray analysis resulted in a considerably higher number of DTGs in *T. canis*-infected mice compared to *T. cati*-infected mice, with 1239 and 2544 DTGs in the cerebrum and the cerebellum of *T. canis*-infected mice. In contrast, only 274 and 263 DTGs were identified in the cerebrum and cerebellum upon *T. cati* infection. These differences are further evident at the particular study days, where the number of DTGs was always higher in both brain parts of the *T. canis*-infected mice than in the *T. cati*-infected mice. Nevertheless, five genes were dysregulated in the cerebrum as well as the cerebellum by both pathogens. 

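The difference between both infections was tested directly in limma, as *T. canis* minus *T. cati* on each day and by an F-test over the 5 days. In the cerebrum, the F-test called 4334 probes (9396 before adjustment), and in the cerebellum 4214 (9959). The 75th percentile scaling moved these numbers upward most, to 8306 in the cerebrum and 7952 in the cerebellum. Given scan session as a fixed effect, 543 probes were called in the cerebrum, where day 28 pi cannot be fitted, and 6781 in the cerebellum. In each brain region, the *T. canis*-infected mice had more DTPs than the *T. cati*-infected mice, with 1153 against 171 in the cerebrum and 1652 against 740 in the cerebellum. From the numbers of differentially transcribed genes, the paper concludes that the more severe course of *T. canis*-induced neurotoxocarosis is reflected in the transcriptomic profiles.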

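With the main settings, limma called more probes in *T. canis*-infected than in *T. cati*-infected mice on each study day and in both brain regions. On days 14, 28, 70, 98 and 120 pi, 3264, 3094, 5706, 1118 and 6807 probes were called in the cerebrum of *T. canis*-infected mice, against 209, 2922, 1564, 7 and 220 in that of *T. cati*-infected mice. In the cerebellum, the numbers were 1661, 5832, 4598, 6076 and 14352 against 1194, 95, 3212, 49 and 989. Tested directly, the species differed in 2807, 969, 840, 808 and 1238 probes in the cerebrum and in 865, 108, 187, 2794 and 2291 probes in the cerebellum on these days. This order turned in some settings. Under the 75th percentile scaling, *T. canis* had 2943 and *T. cati* 5876 probes in the cerebrum on day 14 pi, 2080 and 2516 in the cerebrum on day 28 pi, and 1966 and 6580 in the cerebellum on day 14 pi. With the authors' normalized values, it was 2868 and 4056 in the cerebrum on day 28 pi and 1942 and 2606 in the cerebellum on day 14 pi. The order also turned in the cerebrum on day 28 pi with 1 or 2 surrogate variables and on day 120 pi with scan session as a fixed effect. It turned as well without single arrays, in the cerebrum on day 28 pi and in the cerebellum on days 14 and 70 pi, where the count of an infection not refitted was taken from all arrays.

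**Figure D2:**
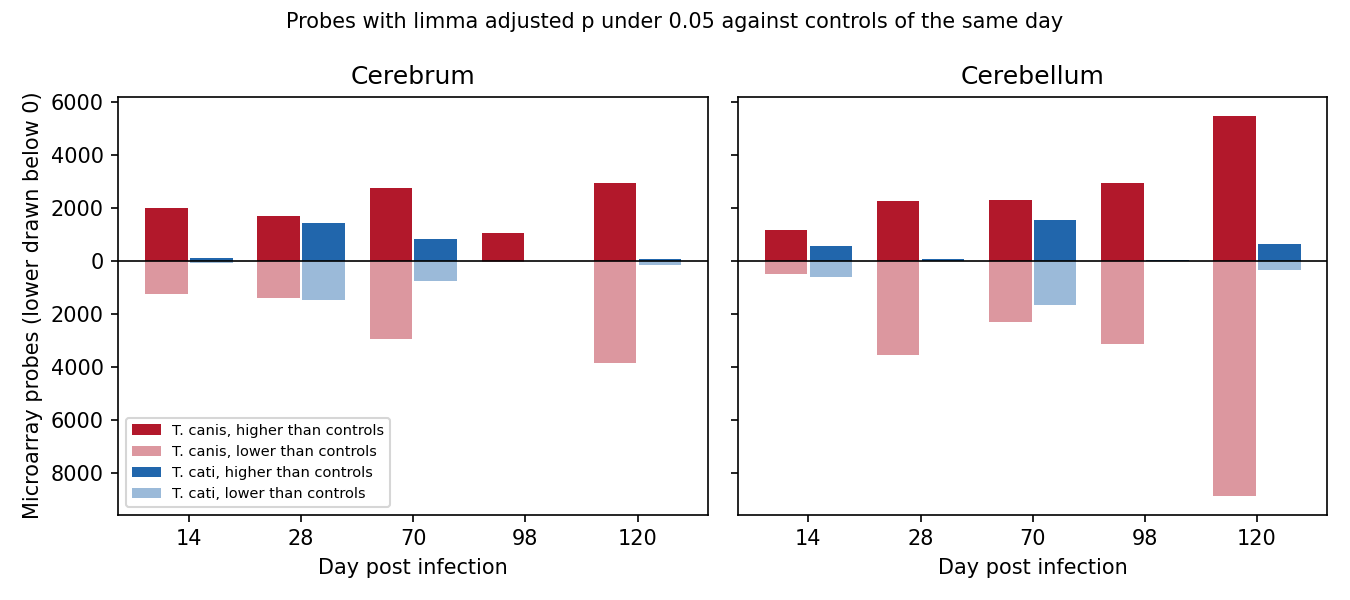
Number of microarray probes that limma called higher (above 0) or lower (below 0) than in uninfected controls of the same day, for each infection, brain region and study day, with 3 mice per group. The *T. canis* cerebellum on day 120 pi had the most, with 5493 higher and 8859 lower, though with scan session as a fixed effect it had 3352, fewer than the *T. canis* cerebellum on days 28 (8307) and 98 pi (3545) and the *T. cati* cerebellum on day 28 pi (3542); under the 75th percentile scaling the larger direction turned from lower to higher in the *T. canis* cerebellum on days 28 (2553 higher, 2154 lower) and 70 pi (2382, 2292) and in *T. cati*-infected mice in the cerebrum on days 28 (1325, 1191) and 120 pi (60, 33) and in the cerebellum on days 14 (4700, 1880) and 70 pi (1731, 982).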

Interestingly, three of them—*Ighm*, *Jchain*, and *Slpi*—showed the same pattern in terms of a progressive increase during the course of infection in both brain parts and infection groups. These genes are involved in general immune reactions, as *Ighm* and *Jchain* encode parts of immunoglobulins and *Slpi* encodes a secreted inhibitor that protects epithelial tissues [36,37,38].

Individual DTGs were categorized by PANTHER classification, revealing the cholesterol biosynthesis pathway as one of the most affected pathways in the cerebrum of *T. canis*-infected mice. Cholesterol is an important structural component for cellular membranes, a precursor of steroid hormones, and mandatory in myelin formation, enabling the saltatory conduction of action potentials by discontinuous insulation of neurons [39]. Therefore, cholesterol is necessary for the maintenance of the synaptic function of neurons, and depletion of cholesterol with synaptic loss is frequently observed in neurodegenerative diseases [40]. Interestingly, transcription of genes in this pathway was predominantly decreased during the whole course of infection. Compared to the uninfected control group, DTGs of other pathways were downregulated only in the chronic phase at days 98 and 120 pi or upregulated during the study period. Transcription rates of genes involved in the cholesterol pathway also decrease during neuroinfection with *Neospora caninum* as well as in scrapie-inoculated mice, resulting in the exacerbation of neuronal damage, neurodegeneration, impaired regeneration of damaged neuronal tissues, and the disruption of neurotransmission [41,42]. 

Along with decreased transcriptions in the cholesterol biosynthesis pathway, the infection with *T. canis* was characterized by elevated mRNA levels of genes associated with the apoptosis signaling pathway. Dysregulation of apoptotic processes has been linked to numerous pathologies, such as chronic inflammation and neurodegenerative diseases like Alzheimer’s and Parkinson’s diseases [43]. Infections with *T. canis* are characterized by progressive neuronal demyelination with a focal accumulation of gitter cells, displaying myelinophagia as well as spheroids and cholesterol crystals, indicating axonal damage [20,31,44]. The significant dysregulation of cholesterol biosynthesis, as well as the upregulation of the apoptosis signaling pathway, may promote the pathological outcome of NT, but further studies are required to strengthen this hypothesis. 

Upon *T. cati* infection, however, neither the cholesterol biosynthesis nor the apoptosis signaling pathway was significantly affected compared to the uninfected control mice. 

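In *T. cati*-infected mice, camera called the cholesterol biosynthesis enzymes lower as a mean over the 5 days in the cerebrum (adjusted p = 0.000647, 0.0122 by fry). Limma's F-test called 4 of the 21 genes lower and 1 higher in the cerebrum (8 adjusted over the list alone) and 0 in the cerebellum, where 0 passed when adjusted over the list alone, the SAM-type test called 9, and the list's camera call did not hold under fry. In the F-test, no adjusted p stayed under the threshold in the cerebellum. Median log2 fold changes were -0.092 and -0.136. With scan session as a fixed effect, the list was not called in either region (camera adjusted p = 0.396 and 0.507, from lowest values of 2e-05 and 0.00184 over 8 alternatives). On single days, it was called lower on day 70 pi alone, in the cerebrum (0.00256) and the cerebellum (0.0085). Apoptosis regulators were called higher by camera in the cerebellum (adjusted p = 8.22e-06, 3.68e-06 to 0.00561 over 8 alternatives) and not in the cerebrum (0.0843), where day 120 pi alone was called (0.0212). Limma's F-test called 11 of these genes higher and 1 lower in the cerebellum (15 adjusted over the list alone) and 6 higher and 3 lower in the cerebrum (14).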

Assuming a predominant role of these pathways in the clinical outcome of NT, the less severe progression of the *T. cati*-induced disease may be reflected by the transcriptional outcome of this study. 

Further dysregulated pathways during *T. canis* infection participate in neuroinflammatory processes and the cerebral immune response, e.g., the B- and T-cell activation or the chemokine and cytokine-mediated signaling pathways. Host- or parasite-induced immunoregulatory processes may contribute to the pathogenesis of NT, but detailed data on the involvement of signaling molecules during cerebral *Toxocara* infections are scarce [15]. Important molecules involved in the complex molecular signaling network in infection and inflammation are cytokines and chemokines as well as polyunsaturated fatty acid-derived bioactive regulatory lipids such as oxylipins. Neuroinvasion of larvae did not have a promoting effect on metabolite concentrations of pro-inflammatory mediators like TNF-α, IFN-γ, GM-CSF, and IL-6 [22], but led to a prominent increase in anti-inflammatory immunoregulative molecules in infected brains, including cytokines IL-4, IL-5, the chemokine eotaxin, and 12/15-LOX-products, e.g. 13-HODE or neuroprotectin D1 [22,23]. The increase in anti-inflammatory cytokines and chemokines is also reflected at the microarray level, as pathways like the interleukin signaling pathway or the inflammation mediated by chemokine and cytokine signaling pathway were affected by brain infection with *T. canis*. However, an encompassing trend in the transcriptional regulation of the neuroinflammatory pathways was not observed as genes were either up- or downregulated during the course of infection. 

Although infection with *T. canis* resulted in elevated numbers of DTGs in the cerebellum, only three pathways were significantly dysregulated during the course of infection. Along with apoptosis signaling and inflammation mediated by chemokine and cytokine signaling, the integrin signaling pathway was influenced by neuroinvasive *T. canis* larvae. Integrins, as transmembrane adhesion receptors, mediate cell-cell and cell-extracellular matrix adhesion, influence various signal transduction cascades in control of cell survival, proliferation, differentiation, and organ development [45]. Furthermore, integrin-mediated adhesive interactions are essential in regulating different selective cell responses, such as transmigration into the inflammatory site, cytokine secretion, and production of reactive oxygen intermediation of polymorphonuclear leukocytes (PMNs) as well as monocyte/macrophages [46]. These interactions may participate in the NT-characteristic infiltration of eosinophilic granulocytes in cerebral tissues [20,47]. 

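Itgax was a DTP in all 4 combinations of infection and brain region. In the *T. canis* cerebrum, its log2 value was 9.99 (SD 0.28, n = 3) on day 14 pi against 6.88 (SD 0.0361) in controls, a log2 fold change of 3.11 (SE 0.309, limma adjusted p = 2.44e-09). On day 120 pi, it was 11.85 (SD 0.474) against 6.88 (SD 0.179), a log2 fold change of 4.97 (SE 0.257, limma adjusted p = 3.94e-16). In between, the log2 fold change was 4.13, 5.00 and 4.95 on days 28, 70 and 98 pi. Its mean was 4.43 (adjusted p = 1.94e-20 from limma's F-test, 2.97e-22 to 1.96e-06 over 12 alternatives). Of 29 integrin subunits and related genes, limma's F-test called 12 higher and 3 lower in the *T. canis* cerebrum, or 16 when adjusted over the list alone, with a median log2 fold change of 0.0439 and a mean of 0.33. Besides Itgax, Itgb2 and Itgb3 had the lowest p among genes that rose, and Itga3, Itgam and Itgb1bp1 among those that fell. As a list they were higher (camera adjusted p = 0.000125), with 0.0672 with scan session as a fixed effect as the highest and 2.73e-05 as the lowest of 8 alternatives.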

Different genes of the integrin signaling pathway were downregulated in our analysis, while transcriptional levels of *Itgax* (CD11c), encoding the integrin subunit alpha X, were elevated in cerebra of *T. canis*-infected mice. CD11c seems to play a major role in inducing the Th2 response, as gene depletion resulted in an impaired Th2 cytokine profile to a stimulus with *Schistosoma mansoni* [48]. Interestingly, the cerebral immune response in *T. canis*-induced NT evokes a Th2-polarised immune reaction [23].

Despite the progressive course of NT, most pathways identified as overrepresented in the day-wise PANTHER classification were dysregulated in both the cerebra and cerebella of *T. canis*-infected mice at the most examined time points. Pathways predominately associated with the immune response, but also the apoptosis signaling pathway showed continuously increased transcription rates. Constantly decreased transcriptional levels at each study day could be detected in the cerebra of *T. canis*-infected mice only for genes associated with cholesterol biosynthesis. Additionally, the number of dysregulated pathways with decreased transcriptional levels increased in the advanced chronic phase of infection. Of these, the Alzheimer disease-amyloid secretase pathway affected at day 120 pi is of particular interest in terms of neurodegeneration as a consequence of *Toxocara* neuroinvasion. Furthermore, *T. canis* is discussed as a potential causative agent for Alzheimer’s disease (AD) [8,20,24]. 

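For the *T. canis* cerebrum, camera called 5 lists lower on day 120 pi and 1 on day 98 pi, against 2, 3 and 5 on days 14, 28 and 70 pi. On day 70 pi, the lower lists included neuron (adjusted p = 0.00654), oligodendrocyte and myelin (0.00279), cadherins (0.0227) and cerebrum markers (0.0212). The number of lists called lower was not tested against the day.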

Axonal damage upon NT is indicated by accumulated β-amyloid precursor protein (β-APP), which, in combination with its derivatives like the amyloid β protein (Aβ) plays a pivotal role in AD [49]. 

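Neither Prkcd nor Mapk10 was a DTP by the 3 methods in the *T. canis* cerebrum. On day 120 pi, Prkcd had a log2 value of 11.9 (SD 0.172, n = 3) against 12.2 (SD 0.328) in controls, a log2 fold change of -0.30 (SE 0.257, limma adjusted p = 0.485). Its mean over the 5 days was -0.22 (adjusted p = 0.339 from limma's F-test, 0.081 to 1 over 12 alternatives), with -0.30 (limma adjusted p = 0.221) for a second probe. Mapk10 had 15.43 (SD 0.0138, n = 3) against 15.29 (SD 0.0873) on day 120 pi, a log2 fold change of 0.14 (SE 0.0784, limma adjusted p = 0.25). Its mean was -0.16 (adjusted p = 0.00709 from limma's F-test, 0.00652 to 0.54 over 12 alternatives, the highest with scan session as a fixed effect), and it was called on day 70 pi alone (-0.30, limma adjusted p = 0.0372). A second probe of Mapk10 had a mean of -0.32 (F-test adjusted p = 0.000249) and an R squared of 0.643, under the minimum of 0.65.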

During the analysis, DTGs included in the Alzheimer disease-amyloid secretase pathway were *Prkcd* (protein kinase C δ [PKC-δ]) and *Mapk10* (mitogen-activated protein kinase 10 [Mapk10]). Stimulation of microglia with Aβ increased the kinase activity of PKC-δ [50], and PKC-δ expression is elevated in human AD, correlating with beta-site APP cleaving enzyme 1 (BACE1) expression in BACE1-mediated β-APP processing as well as Aβ production [51]. Furthermore, patients with AD had significantly increased levels of Mapk10, associated with Aβ in senile plaques [52].

A further dysregulated pathway with decreased transcriptional levels compared to the uninfected control mice was the gonadotropin-releasing hormone (GnRH) receptor pathway. The peptide GnRH is primarily known to participate in the regulation of reproduction via the hypothalamic-pituitary-gonadal axis, but may also serve as a neurotrophic factor and modulator of hippocampal synaptic activities, impacting central nervous system physiology as well as pathophysiology [53,54,55,56]. Reduced levels of GnRH may contribute to the development of AD pathology, as the treatment with GnRH lowered hippocampal plaque load, reduced the Aβ concentration in brains of C57BL/6 mice, and prevented AD-related cognitive dysfunctions [57,58]. Additionally, inflammatory processes in the hypothalamus of aged mice result in downregulation of GnRH expression [59]. Cognitive function deficits are also associated with deficiency of the growth hormone (GH), another hypothalamic hormone-induced, for example, by traumatic brain injuries [60,61,62]. Interestingly, memory impairment, as well as cognitive dysfunction, have also been described as a consequence of NT in humans [8,12,14].

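Whether the effect of infection differed between brain regions was tested as an interaction in 1 limma fit of all 90 arrays. For *T. canis*, the F-test over the 5 days called 1133 probes (4667 before adjustment), with 19, 9, 72, 15 and 1497 on the single days, where arrays of both brain regions were treated as independent. Of these 1133, 958 had the larger mean change in the cerebellum, and 331 had opposite signs in both brain regions. For *T. cati*, the F-test called 50 probes (1460 before adjustment), of which 48 had the larger change in the cerebellum. Over 10 alternatives, the counts ranged from 531 to 2322 for *T. canis* and from 18 to 197 for *T. cati*. The lowest came without array weights. The highest came with the animal as a random block, which assumes that arrays of the same group, day and number are from 1 mouse. For *T. cati*, the count was 192 under the 75th percentile scaling and 123 with the authors' normalized values. Leaving out 1 array gave 788 to 1526 and 33 to 144 probes. On the single days, 17, 0, 2, 0 and 0 probes were called by limma for *T. cati*, where 4124, 652 and 1241 had an unadjusted p under 0.05 on days 28, 98 and 120 pi, the days with a count of 0. Of the 31 gene lists, camera called 18 in the cerebrum and 18 in the cerebellum of *T. canis*-infected mice. The paper proposes that the higher number of affected pathways in the cerebrum reflects an already described tropism of *T. canis* larvae for parts of the brain.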

The infection with *T. canis* resulted in a higher number of DTGs in the cerebellum than in the cerebrum, but PANTHER Classification analysis resulted in a higher number of affected pathways in the cerebrum, which may reflect the described species-specific brain part tropism of *T. canis* larvae in paratenic hosts [31]. In contrast, *T. cati* larvae rather migrate to the cerebellum than to the cerebrum, but larvae mainly accumulate in muscle tissue [31]. Consequently, fewer DTGs were observed in the brain of *T. cati*-infected mice and no particular pathway was overrepresented during the PANTHER Classification analysis. This mirrors previous observations in *T. cati*-infected C57BL/6J mice, which showed delayed onset and less severe progression of neurobehavioral alterations as well as less severe histopathological alterations compared to *T. canis*-infected mice [15,21,30]. 

Finally, an important point to mention is that NT is characterized by focally distributed lesions, so healthy brain tissue was most likely overrepresented in the transcriptional analysis compared to damaged tissue. This may have masked local effects induced by migrating or persisting *T. cati* larvae, and may have reduced observed effects of *T. canis* larvae on both brain parts. 

## 5. Conclusions

*T. canis*- and *T. cati*-induced neurotoxocarosis in the paratenic mouse model was associated with the comprehensive transcriptional alteration. Nevertheless, the known differences between the pathogens were reflected by substantially higher numbers of DTGs in brain tissues of *T. canis*- compared to *T. cati*-infected mice. The prominent pathogenesis of *T. canis*-induced NT was also evident in the affected pathways. While the PANTHER analysis of DTGs in brains of *T. cati*-infected mice did not result in the overrepresentation of specific pathways, neuroinvasion of *T. canis* larvae evoke dysregulation of various pathways associated with the immune response. Furthermore, cerebral transcription of genes associated with cholesterol biosynthesis was constantly decreased during the course of infection, suggesting a fundamental impact of neuroinvasive *T. canis* larvae on cholesterol homeostasis. Dysregulation of the cholesterol biosynthesis pathway may provoke neurodegeneration, a typical hallmark of NT. Thus, axonal damage in conjunction with the dysregulated Alzheimer disease-amyloid secretase pathway promotes the discussion of *T. canis* as a causative agent for Alzheimer’s disease. Further research investigating these and other topics is required to characterize the still largely unknown pathogenesis of *T. canis*- and *T. cati*-induced NT and to develop new diagnostic and therapeutic approaches.

## Figures and Tables

**Figure 1:**
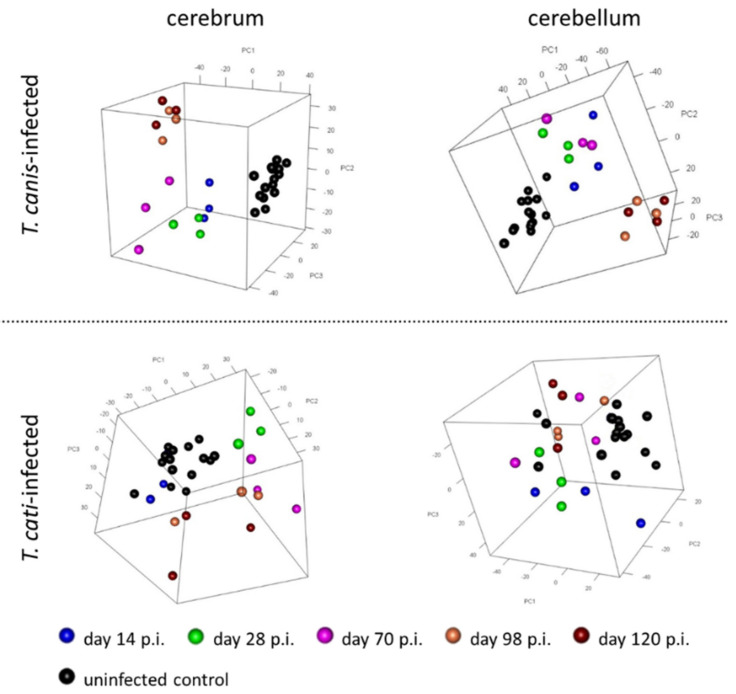
Principal component analysis of transcriptional changes in cerebra and cerebella of *T. canis*- and *T. cati*-infected C57Bl/6J mice at different time points post-infection. To provide a better overview, all respective control mice are shown in black.

**Figure 2:**
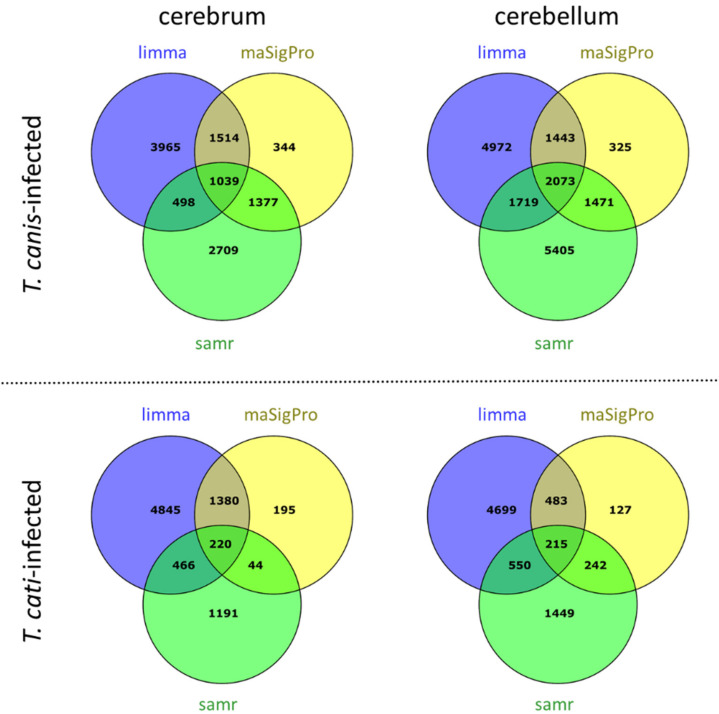
Differentially transcribed genes identified in cerebra and cerebella of *T. canis*- and *T. cati*-infected mice over the course of infection.

**Figure 3:**
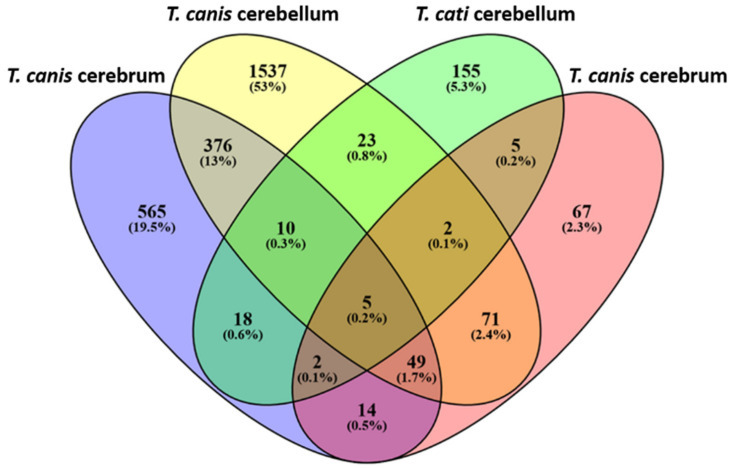
Venn diagram showing number and percentage of specific and overlapping differentially transcribed genes in *T. canis*- and *T. cati*-infected cerebra and cerebella.

**Figure 4:**
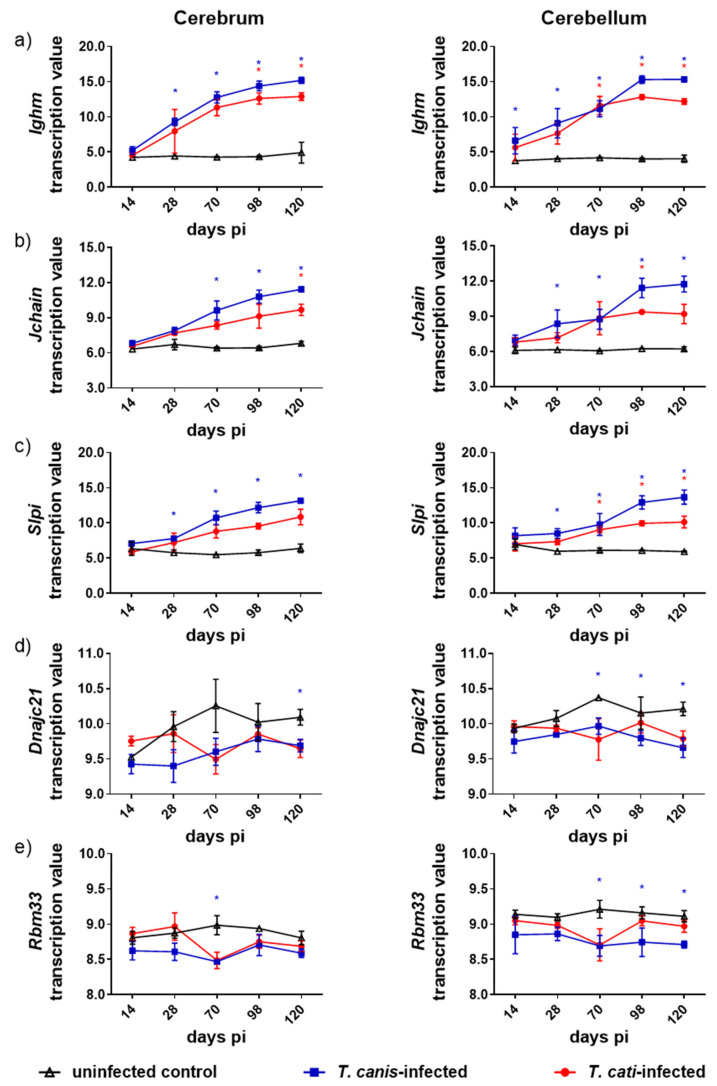
Transcriptional values of the five genes (**a**) *Ighm*, (**b**) *Jchain*, (**c**) *Slpi*, (**d**) *Dnajc21*, and (**e**) *Rbm33* differentially transcribed in the cerebra and cerebella of both *Toxocara. canis*- and *T. cati*-mice at different days post infection (pi). Asterisks indicate statistically significant differences (*p* ≤ 0.05) between infected and uninfected mice according to the color scheme.

**Table 1:** Pathways affected by differentially transcribed genes (DTGs) in *T. canis*-infected cerebra and cerebella. Note that no pathways were statistically significantly overrepresented during *T. cati*-infection.

	Enriched Biological Modules (Panther Pathway Accession Number)	DTGs	Fold-Enrichment	Adj. *p*-Value (FDR)
Cerebrum	Cholesterol biosynthesis (P00014)	6	10.76	0.003
	Axon guidance mediated by Slit/Robo (P00008)	7	6.80	0.005
	B cell activation (P00010)	13	4.33	0.001
	T cell activation (P00053)	14	3.63	0.003
	Apoptosis signaling pathway (P00006)	18	3.56	0.001
	Interleukin signaling pathway (P00036)	13	3.44	0.005
	Ras Pathway (P04393)	10	3.33	0.030
	CCKR signaling map (P06959)	21	3.08	0.001
	Inflammation mediated by chemokine and cytokine signaling pathway (P00031)	23	2.08	0.034
	Unclassified	790	0.93	<0.001
Cerebellum	Apoptosis signaling pathway (P00006)	25	2.54	0.006
	Inflammation mediated by chemokine and cytokine signaling pathway (P00031)	44	2.04	0.004
	Integrin signaling pathway (P00034)	32	2.02	0.023
	Unclassified	1542	0.94	<0.001

**Table 2:** Number of differentially transcribed genes (DTGs) in *Toxocara canis*- and *T. cati*-infected cerebra and cerebella and enriched biological pathways with an adjusted *p*-value ≤ 0.05 for each study day.

	Study Day	Regulation	Number of DTGs	Enriched Biological Modules (PANTHER Pathway Accession Number)
*T. canis*				
cerebrum	14 pi	up	605	Apoptosis signaling pathway (P00006), Axon guidance mediated by Slit/Robo (P00008), B-cell activation (P00010), CCKR signaling map (P06959), FAS signaling pathway (P00020), Inflammation mediated by chemokine and cytokine signaling pathway (P00031), Interleukin signaling pathway (P00036), JAK/STAT signaling pathway (P00038), Ras Pathway (P04393), T-cell activation (P00053)
		down	434	Cholesterol biosynthesis (P00014)
	28 pi	up	539	Apoptosis signaling pathway (P00006), B-cell activation (P00010), CCKR signaling map (P06959), FAS signaling pathway (P00020), Inflammation mediated by chemokine and cytokine signaling pathway (P00031), Interleukin signaling pathway (P00036), JAK/STAT signaling pathway (P00038), Ras Pathway (P04393), T-cell activation (P00053)
		down	500	Cholesterol biosynthesis (P00014)
	70 pi	up	534	Apoptosis signaling pathway (P00006), Axon guidance mediated by Slit/Robo (P00008), B-cell activation (P00010), CCKR signaling map (P06959), FAS signaling pathway (P00020), Inflammation mediated by chemokine and cytokine signaling pathway (P00031), Interleukin signaling pathway (P00036), JAK/STAT signaling pathway (P00038), Ras Pathway (P04393), T-cell activation (P00053)
		down	505	Cholesterol biosynthesis (P00014)
	98 pi	up	553	Apoptosis signaling pathway (P00006), B-cell activation (P00010), CCKR signaling map (P06959), FAS signaling pathway (P00020), Inflammation mediated by chemokine and cytokine signaling pathway (P00031), Interleukin signaling pathway (P00036), JAK/STAT signaling pathway (P00038), Ras Pathway (P04393), T-cell activation (P00053)
		down	486	Cholesterol biosynthesis (P00014), Heterotrimeric G-protein signaling pathway-Gq alpha and Go alpha mediated pathway (P00026)
	120 pi	up	621	Apoptosis signaling pathway (P00006), Axon guidance mediated by Slit/Robo (P00008), B-cell activation (P00010), CCKR signaling map (P06959), Inflammation mediated by chemokine and cytokine signaling pathway (P00031), Interleukin signaling pathway (P00036), JAK/STAT signaling pathway (P00038), T-cell activation (P00053)
		down	418	5HT2 type receptor-mediated signaling pathway (P04374), Alzheimer disease-amyloid secretase pathway (P00003), Cholesterol biosynthesis (P00014), Gonadotropin-releasing hormone receptor pathway (P06664), Heterotrimeric G-protein signaling pathway-Gq alpha and Go alpha mediated pathway (P00026)
cerebellum	14 pi	up	1106	Apoptosis signaling pathway (P00006), B-cell activation (P00010), Inflammation mediated by chemokine and cytokine signaling pathway (P00031), Interleukin signaling pathway (P00036), Toll receptor signaling pathway (P00054)
		down	967	n/a
	28 pi	up	1139	Apoptosis signaling pathway (P00006), B-cell activation (P00010), Inflammation mediated by chemokine and cytokine signaling pathway (P00031), Interleukin signaling pathway (P00036), T-cell activation (P00053), Toll receptor signaling pathway (P00054)
		down	934	n/a
	70 pi	up	1017	Apoptosis signaling pathway (P00006), B-cell activation (P00010), Inflammation mediated by chemokine and cytokine signaling pathway (P00031), Interleukin signaling pathway (P00036), Plasminogen activating cascade (P00050), Toll receptor signaling pathway (P00054)
		down	1056	n/a
	98 pi	up	1091	Apoptosis signaling pathway (P00006), B-cell activation (P00010), Inflammation mediated by chemokine and cytokine signaling pathway (P00031), Interleukin signaling pathway (P00036), JAK/STAT signaling pathway (P00038), Plasminogen activating cascade (P00050), Toll receptor signaling pathway (P00054)
		down	982	n/a
	120 pi	up	1084	Apoptosis signaling pathway (P00006), B-cell activation (P00010), Cadherin signaling pathway (P00012), Inflammation mediated by chemokine and cytokine signaling pathway (P00031), Interleukin signaling pathway (P00036), JAK/STAT signaling pathway (P00038), Plasminogen activating cascade (P00050), Toll receptor signaling pathway (P00054)
		down	989	n/a
*T. cati*				
cerebrum	14 pi	up	150	n/a
		down	70	n/a
	28 pi	up	165	n/a
		down	55	n/a
	70 pi	up	168	n/a
		down	52	n/a
	98 pi	up	158	n/a
		down	62	n/a
	120 pi	up	142	n/a
		down	78	n/a
cerebellum	14 pi	up	163	n/a
		down	52	n/a
	28 pi	up	161	n/a
		down	54	n/a
	70 pi	up	161	n/a
		down	54	n/a
	98 pi	up	161	n/a
		down	54	n/a
	120 pi	up	160	n/a
		down	55	n/a

n/a: no significantly enriched biological modules.

## Data Availability

The microarray data set is available at the Gene Expression Omnibus (GEO) database of the National Center for Biotechnology Information (NCBI) under the accession number GSE190123.

How the deposited data were processed for this re-analysis (not part of the article)

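The scanner output of 90 arrays was taken as deposited. Per the file headers, the spot intensity values were read with Agilent Feature Extraction 10.7.3.1 in 1 colour (Cy3), and the authors' files hold them before any normalization between arrays. In the processed signal of these files, the scanner software had subtracted and detrended the background within each array. The authors also deposited a table of normalized log2 values. Their processing is described as limma and an adjustment by supervised surrogate variable analysis in R 3.1.2, with control probes as reference. The offset, the functions and the number of surrogate variables are not given in the sources used here, and neither is whether the table stands before or after that adjustment. Its rows were matched in alphabetical order of the probes, since the values by row name had a median r of 0.0965 with the recomputed values, against 0.989 in alphabetical order. Of its 90 columns, 28 could be assigned to 1 sample and 62 to a group, and all 28 were closest to their own array.

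Recomputed values were made in R 4.3.3 with limma 3.58.1, statmod 1.5.0 and data.table 1.17.8. The median signal and the median background of each spot were used, because the files hold no mean signal. Background was corrected by normexp with an offset of 50, arrays were quantile normalized together, and replicate spots were averaged on the log2 scale. Control spots and spots with an outlier flag were left out. In limma the resulting gaps were kept, and for the other methods a gap was filled with the mean of the other arrays of its group. Probes were matched to gene symbols through the RefSeq genes of the reference file. Of the probes with a RefSeq identifier, 94.9% received a symbol.

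In each brain region, 1 limma fit with 15 groups and array weights per group was made. The weights ranged from 0.529 to 1.72 in the cerebrum and from 0.534 to 2.22 in the cerebellum. Adjusted p-values under 0.05 were called, by the Benjamini-Hochberg method. The SAM-type and maSigPro-type methods were rebuilt, since their packages were not installed. The former compared infected and control arrays over all days, with 100 permutations and the smallest delta that gave an FDR under 10%. The latter regressed on day and day squared with group terms, with backward selection at 0.05, an R squared over 0.65 and at least 1 term of the infection kept. A DTG took the direction of its called probe with the lowest F-test p. Daily comparisons and correlations were two-sided, and F-tests and distance tests were one-sided by construction. Gene lists were tested by camera and fry of limma, with the probe of highest mean signal for each gene. The 31 lists, written from general knowledge before the data were examined, cover the pathways named at the claims and lists for neuron, oligodendrocyte, microglia and macrophage, eosinophil, astrocyte, plasma cells, choroid plexus, carry-over of pituitary or meninges, cerebellum and cerebrum markers, cholesterol regulation and export, serotonin receptors, blood and sex-linked genes.

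Genes were named by a rule set beforehand. It took every gene the paper names as a result of these arrays, the cholesterol biosynthesis enzymes, and the 3 largest rises and falls among DTGs with 1 direction on all 5 days. Where a gene had several probes, the one with the highest mean signal was used, or for the largest rises and falls the called probe with the largest mean change. Single genes were left out of the text where they are not reported here, and the tests and counts over a list keep all its members. Members of a list were named for at most the 3 lowest p-values per direction.

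In simulated data with 200 changed probes, the 3 methods together recovered 196 in the cerebrum and 199 in the cerebellum, with 0 false calls. Limma's F-test alone recovered 199 and 200, with 4.78% and 5.21% false among its calls, and the SAM-type method 199 and 200, with 3.4% and 3.85%. The maSigPro-type method alone recovered 196 and 199, with 30.2% and 30.7% false. For the species difference, 198 and 200 were recovered (6.22% and 6.44% false), and for the region interaction 200 (4.76%). These shares describe the simulated data alone. In the real *T. canis* arrays, limma's F-test called 11588 probes in the cerebrum and 18434 in the cerebellum. Scan sessions differed among arrays of the same group in 6415 and 17929 probes. The size of the simulated changes is not given here, so recovery of small changes stays open. An example is the median log2 fold change of -0.41 for the cholesterol biosynthesis enzymes in the *T. canis* cerebrum.

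Arrays of day 7 pi, PANTHER pathway membership and the histology were not analysed here.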

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

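The test of the normalization on the difference between brain regions was chosen only after the result was seen. So was the use of fits without single arrays for Chil3 and Retnla. The tests of scan session and of carry-over were set beforehand, although the values with scan session as a fixed effect had by then been computed.

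Chil3, which the paper does not name, had the largest mean rise among DTGs with 1 direction on all 5 days in both brain regions of *T. canis*-infected mice, with a log2 fold change of 6.918 in the cerebrum and 7.304 in the cerebellum. It drew attention as a signal above the controls in genes outside those the paper discusses. In 30 fits that each left out 1 infected or control array, the rise stayed. The highest adjusted p from limma's F-test was 5.14e-20 in the cerebrum and 3.62e-18 in the cerebellum, so no single array carried the rise. Chil3 was chosen for a rise on all 5 days, which leaving out 1 array could hardly undo. These fits are therefore no test of a mislabeled array. Fitted with scan session as a fixed effect, on the days that could be fitted, the adjusted p was 1.446e-05 in the cerebrum and 1.087e-05 in the cerebellum, which argues against scan session as the whole cause. Day 14 pi in both brain regions and day 28 pi in the cerebrum could not be fitted that way, so on those days session and infection cannot be told apart. A response of the infected brain remains as a hypothesis. It may include cells that entered the tissue, since the list of microglia and macrophage genes was higher as well, but the source of the transcript was not tested, and the values with scan session (1.446e-05 and 1.087e-05) do not address it.

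Retnla, not named by the paper either, had the largest such rise in *T. cati*-infected mice, with a log2 fold change of 2.108 in the cerebrum and 3.315 in the cerebellum. It also drew attention as a signal above the controls in genes outside those the paper discusses. Leaving out each array in turn kept this rise too, with a highest adjusted p from limma's F-test of 0.000461 in the cerebrum and 1.95e-08 in the cerebellum. No single array carried it, but Retnla was chosen in the same way, so a mislabeled array was not tested here either. When scan session was a fixed effect, on the days that could be fitted, the adjusted p was 0.9254 in the cerebrum, where the mean turned to -0.45. Over 12 alternatives it ranged from 1.56e-07 to that value. A difference between scan sessions could therefore be the source of the rise in the cerebrum, and session and infection cannot be told apart for it. In the cerebellum the adjusted p was 0.04996, at the border of the threshold, over a range from 6.38e-11. That value was judged after it was seen, and session was left open for the cerebellum too. An effect of the infection stays open in both brain regions.

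The effect of *T. canis* differed between cerebellum and cerebrum in 1133 probes, and that of *T. cati* in 50 probes, by the interaction test. They drew attention because the effects of 1 infection differed between groups of arrays from both brain regions. Of 100 splits of the arrays, 1 gave as many probes for *T. canis* and 1 for *T. cati*, in both cases the real one, so that chance can be excluded; the largest other counts were 634 and 0. Given scan session as a fixed effect in the fit of all arrays, 1080 and 35 probes were called, but 1 session term for both brain regions largely cancels in this comparison, so scan session stays open. The lower of the counts under the 75th percentile scaling and with the authors' normalized values was 1262 and 123, which argues against the normalization. Without array weights, 531 and 18 probes were called, the former below the largest count of the other splits, which were fitted with weights. Carry-over of tissue from the other brain region stays open. Over the called probes, the difference in effect correlated with the difference between brain regions in the arrays of the other infection with -0.452 for *T. canis* and 0.426 for *T. cati*, and both could arise from either cause. Of the *T. canis* probes, 958 changed more in the cerebellum, 331 changed in opposite directions, 464 rose in both and more so in the cerebellum, and 261 fell in both and more so in the cerebellum. For *T. cati*, the first 2 numbers were 48 and 7, and 41 probes rose in both. The largest differences of *T. canis* were Egr2 (-0.38 in the cerebrum, 2.11 in the cerebellum, adjusted p = 9.55e-09 from limma), Blnk (0.70, 2.40, 9.3e-10), Lpl (0.63, 2.29, 1.33e-14), Arhgap25 (0.49, 2.09, 1.82e-11) and Crym (0.0091, 1.54, 6.47e-06), chosen after their values were seen. Those of *T. cati* were Arg1 (0.55, 2.52, adjusted p = 0.00875 from limma), Cst7 (0.69, 2.48, 9.88e-05), Timp1 (0.70, 2.28, 0.0184), Lgals3 (0.80, 2.31, 0.0332) and Cd74 (1.36, 2.87, 0.0153), also chosen after their values were seen. A difference between brain regions in the response to infection stays open too and was not tested further.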

How the results depend on the processing

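Taking scan session as a random block and the alternatives for the trends with the study day were tests chosen only after the data were seen.

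Most results held, in their side of the threshold and, where called, in their direction. A gene value called in neither setting was counted as held even where its sign changed. This was the case for Rbm33 in the *T. canis* cerebellum with the authors' normalized values. Of 128 values of named genes, 118 did so under the 75th percentile scaling (3 weaker, 6 stronger, 1 reversed), 115 with the authors' normalized values (3, 8, 2), 127 with normalization within brain regions (0, 1, 0) and 124 without array weights (4, 0, 0). Without dim probes it was 126 (0, 2, 0), with sex 124 (1, 3, 0), with slide 127 (1, 0, 0), with scan session as a random block 122 (6, 0, 0), with 1 surrogate variable 120 (1, 5, 2) and with 2 118 (0, 7, 3). Scan session as a fixed effect kept 71 (39 weaker, 3 stronger, 15 reversed). Of 124 gene list results, 88 held with it (23 weaker, 3 stronger, 10 reversed), and 121 to 124 did under each of the other 7 alternatives run for lists. DTPs of the *T. canis* cerebrum ranged from 1147 to 2720 and held in 13 of 14 settings, and its DTGs from 852 to 1950. The infected against control distance held in all 4 settings, from 48.2 to 86.8 in the *T. canis* cerebrum and from 16.2 to 48.2 in the *T. cati* cerebrum. Gene lists called in the *T. canis* cerebrum ranged from 14 to 18.

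With scan session as a fixed effect, only the days on which a fit existed entered the F-tests, means and lists, against 5 days otherwise. This alone changes these values. Session 13 alone held both *T. cati* and control arrays, so reversed signs in *T. cati*-infected mice rest on few arrays. For the other changes given below, the cause was not tested. DTP and DTG counts with scan session as a fixed effect were not run, since the fit does not exist for every day, and no scan session held infected and control arrays of the same day and brain region, so that no comparison within a session was run.

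Use of 1 surrogate variable gave daily limma counts of, for *T. canis* cerebrum day 98 1805 (from 1118), *T. cati* cerebrum day 120 739 (from 220) and *T. cati* cerebrum day 70 884 (from 1564).

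Use of 2 surrogate variables gave, for DTGs of the *T. cati* cerebellum 927 (from 575), DTPs of the *T. cati* cerebellum 1207 (from 740) and the F-test in the *T. cati* cerebellum 6721 (from 4102). Of the daily counts, it gave, for *T. canis* cerebellum day 14 4194 (from 1661), *T. canis* cerebrum day 98 1907 (from 1118), *T. cati* cerebellum day 120 1641 (from 989), *T. cati* cerebellum day 14 3950 (from 1194), *T. cati* cerebrum day 120 1310 (from 220) and *T. cati* cerebrum day 70 23 (from 1564).

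The animal as a random block gave, for the region interaction of *T. canis* 2322 (from 1133) and the region interaction of *T. cati* 197 (from 50).

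The authors' normalized values gave, for the species difference in the cerebrum 7069 (from 4334), the region interaction of *T. cati* 123 (from 50), DTGs lower on all 5 days in the *T. canis* cerebrum 100 (from 41) and DTGs lower on all 5 days in the *T. cati* cerebrum 3 (from 0). By day, limma called, for *T. canis* cerebrum day 98 1989 (from 1118), *T. cati* cerebellum day 14 2606 (from 1194), *T. cati* cerebellum day 98 101 (from 49) and *T. cati* cerebrum day 120 893 (from 220). Of the daily counts, it gave, for *T. cati* cerebrum day 14 2516 (from 209), *T. cati* cerebrum day 70 811 (from 1564) and *T. cati* cerebrum day 98 14 (from 7). It moved the late against early distance of controls in the *T. canis* cerebellum plot to 5.14 from 11.3 (exact permutation p = 0.708).

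Leaving out dim probes gave, for DTGs lower on all 5 days in the *T. cati* cerebrum 1 (from 0). Of the daily counts, it gave, for *T. cati* cerebrum day 14 123 (from 209).

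A minimum R squared of 0.5 gave, for DTGs of the *T. canis* cerebellum 2737 (from 1200), DTPs of the *T. canis* cerebellum 3912 (from 1652), DTGs of the *T. canis* cerebrum 1950 (from 856) and DTPs of the *T. canis* cerebrum 2720 (from 1153).

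A fit without array weights gave, for the region interaction of *T. canis* 531 (from 1133), the F-test in the *T. cati* cerebellum 2681 (from 4102) and the region interaction of *T. cati* 18 (from 50). By day, limma called, for *T. canis* cerebellum day 120 8537 (from 14352), *T. canis* cerebellum day 98 3517 (from 6076), *T. canis* cerebrum day 120 2659 (from 6807), *T. cati* cerebellum day 14 222 (from 1194) and *T. cati* cerebellum day 28 313 (from 95). Of the daily counts, it gave, for *T. cati* cerebellum day 70 1282 (from 3212), *T. cati* cerebellum day 98 110 (from 49), *T. cati* cerebrum day 120 61 (from 220) and *T. cati* cerebrum day 14 59 (from 209).

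The 75th percentile scaling gave, for the species difference in the cerebellum 7952 (from 4214), the species difference in the cerebrum 8306 (from 4334), DTPs of the *T. cati* cerebellum 1165 (from 740) and the F-test in the *T. cati* cerebellum 8414 (from 4102). The rest were, for DTGs of the *T. cati* cerebrum 206 (from 120), DTPs of the *T. cati* cerebrum 319 (from 171), the F-test in the *T. cati* cerebrum 8462 (from 4953) and the region interaction of *T. cati* 192 (from 50). It also gave, for DTGs lower on all 5 days in the *T. canis* cerebellum 251 (from 166), DTGs lower on all 5 days in the *T. cati* cerebellum 20 (from 12), DTGs higher on all 5 days in the *T. cati* cerebrum 144 (from 86) and genes in all 4 DTG sets 190 (from 106). Of the daily counts, it gave, for *T. cati* cerebellum day 120 1650 (from 989), *T. cati* cerebellum day 14 6580 (from 1194), *T. cati* cerebellum day 28 188 (from 95) and *T. cati* cerebellum day 98 231 (from 49). Daily limma counts were, for *T. cati* cerebrum day 120 93 (from 220), *T. cati* cerebrum day 14 5876 (from 209), *T. cati* cerebrum day 70 790 (from 1564) and *T. cati* cerebrum day 98 26 (from 7). It moved the late against early distance of controls in the *T. canis* cerebellum plot to 29.6 from 11.3 (exact permutation p = 0.118).

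The replicate block gave, for the F-test in the *T. cati* cerebellum 2441 (from 4102) and the region interaction of *T. cati* 23 (from 50). Daily limma counts were, for *T. canis* cerebellum day 14 850 (from 1661), *T. cati* cerebellum day 120 337 (from 989), *T. cati* cerebellum day 14 601 (from 1194), *T. cati* cerebellum day 98 23 (from 49), *T. cati* cerebrum day 120 45 (from 220) and *T. cati* cerebrum day 14 78 (from 209).

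Taking scan session as a fixed effect gave, for the species difference in the cerebellum 6781 (from 4214), the species difference in the cerebrum 543 (from 4334), the F-test in the *T. canis* cerebellum 9272 (from 18434) and the F-test in the *T. canis* cerebrum 574 (from 11588). The rest were, for the F-test in the *T. cati* cerebrum 380 (from 4953), gene lists called in the *T. cati* cerebellum 4 (from 17) and gene lists called in the *T. cati* cerebrum 4 (from 13). Of the daily counts, it gave, for *T. canis* cerebellum day 120 3352 (from 14352), *T. canis* cerebellum day 70 303 (from 4598), *T. canis* cerebellum day 98 3545 (from 6076), *T. canis* cerebrum day 120 8 (from 6807), *T. canis* cerebrum day 70 1033 (from 5706) and *T. canis* cerebrum day 98 153 (from 1118). Daily limma counts were, for *T. cati* cerebellum day 28 3542 (from 95), *T. cati* cerebellum day 70 214 (from 3212), *T. cati* cerebellum day 98 721 (from 49), *T. cati* cerebrum day 28 196 (from 2922), *T. cati* cerebrum day 70 24 (from 1564) and *T. cati* cerebrum day 98 12 (from 7).

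Scan session as a random block gave, for the species difference in the cerebellum 2792 (from 4214), the species difference in the cerebrum 2867 (from 4334), DTGs of the *T. cati* cerebellum 326 (from 575) and DTPs of the *T. cati* cerebellum 401 (from 740). Further values were, for the F-test in the *T. cati* cerebellum 890 (from 4102), DTGs of the *T. cati* cerebrum 54 (from 120), DTPs of the *T. cati* cerebrum 92 (from 171) and the F-test in the *T. cati* cerebrum 2216 (from 4953). Daily limma counts were, for *T. canis* cerebellum day 14 821 (from 1661), *T. canis* cerebellum day 70 2726 (from 4598), *T. cati* cerebellum day 120 280 (from 989), *T. cati* cerebellum day 14 70 (from 1194), *T. cati* cerebellum day 28 45 (from 95) and *T. cati* cerebellum day 70 1498 (from 3212). By day, limma called, for *T. cati* cerebellum day 98 16 (from 49), *T. cati* cerebrum day 120 76 (from 220), *T. cati* cerebrum day 14 49 (from 209), *T. cati* cerebrum day 28 1297 (from 2922) and *T. cati* cerebrum day 70 636 (from 1564).

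Sex as a covariate gave daily limma counts of, for *T. cati* cerebellum day 98 77 (from 49).

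Slide as a random block gave, for the species difference in the cerebellum 2592 (from 4214), the F-test in the *T. cati* cerebellum 1803 (from 4102) and the region interaction of *T. cati* 112 (from 50). Daily limma counts were, for *T. canis* cerebellum day 14 970 (from 1661), *T. cati* cerebellum day 120 457 (from 989), *T. cati* cerebellum day 14 326 (from 1194) and *T. cati* cerebellum day 28 62 (from 95). By day, limma called, for *T. cati* cerebellum day 70 2029 (from 3212), *T. cati* cerebellum day 98 16 (from 49) and *T. cati* cerebrum day 14 69 (from 209).

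For the replicate block, the residuals of arrays with the same number correlated over 0.1 in 16 of 90 pairs between infections and in 28 of 45 pairs between brain regions.

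The 75th percentile scaling reversed Rbm33 *T. canis* cerebrum -0.0034 (adjusted p = 0.155) from 0.033. The authors' normalized values reversed Rbm33 *T. canis* cerebrum -0.0018 (adjusted p = 0.124) from 0.033 and Ebp *T. canis* cerebellum -0.011 (adjusted p = 0.0672) from 0.016. Taking scan session as a fixed effect reversed Rbm33 *T. canis* cerebrum -0.31 (adjusted p = 1) from 0.033, Dnajc21 *T. cati* cerebrum 0.24 (adjusted p = 0.222) from -0.20, Rbm33 *T. cati* cerebrum -0.023 (adjusted p = 0.163) from 0.17 and Itgax *T. cati* cerebrum -0.71 (adjusted p = 0.566) from 0.87. It also reversed Nsdhl *T. cati* cerebrum 0.30 (adjusted p = 0.56) from -0.44, Hsd17b7 *T. cati* cerebrum -0.064 (adjusted p = 0.0536) from 0.072, Retnla *T. cati* cerebrum -0.45 (adjusted p = 0.925) from 2.11 and C3 *T. cati* cerebrum -1.12 (adjusted p = 0.216) from 1.49. It also reversed H2-Ab1 *T. cati* cerebrum -0.046 (adjusted p = 0.65) from 1.47, Dnajc21 *T. canis* cerebellum 0.16 (adjusted p = 0.32) from -0.26, Hmgcs1 *T. canis* cerebellum 0.095 (adjusted p = 0.453) from -0.21 and Lss *T. canis* cerebellum 0.014 (adjusted p = 0.262) from -0.40. It also reversed Hsd17b7 *T. canis* cerebellum 0.24 (adjusted p = 0.844) from -0.025, Sc5d *T. canis* cerebellum 0.032 (adjusted p = 0.936) from -0.16 and Tm7sf2 *T. cati* cerebellum -1.41 (adjusted p = 0.0119) from 0.16. Scan session as a fixed effect also reversed the lists B-cell activation *T. cati* cerebrum (adjusted p = 0.663 from 3.64e-05), T-cell activation *T. cati* cerebrum (adjusted p = 0.637 from 5.99e-06), Toll receptor signaling *T. cati* cerebrum (adjusted p = 0.396 from 0.0102) and astrocyte *T. cati* cerebrum (adjusted p = 0.00274 from 0.000493). It also reversed the lists cadherins *T. cati* cerebrum (adjusted p = 0.883 from 0.0372), chemokines and receptors *T. cati* cerebrum (adjusted p = 0.843 from 6.59e-09), eosinophil *T. cati* cerebrum (adjusted p = 0.688 from 5e-06) and interleukins and receptors *T. cati* cerebrum (adjusted p = 0.832 from 0.000493). It also reversed the lists microglia and macrophage *T. cati* cerebrum (adjusted p = 0.586 from 1.96e-09) and pituitary or meninges carry-over *T. canis* cerebellum (adjusted p = 0.959 from 0.00973). Use of 1 surrogate variable reversed Ebp *T. canis* cerebellum -0.022 (adjusted p = 0.0567) from 0.016 and Hsd17b7 *T. cati* cerebellum -0.076 (adjusted p = 0.0331) from 0.013. Use of 2 surrogate variables reversed Ebp *T. canis* cerebellum -0.028 (adjusted p = 0.0427) from 0.016, Mapk10 *T. cati* cerebellum 0.058 (adjusted p = 0.0195) from -0.033 and Hsd17b7 *T. cati* cerebellum -0.088 (adjusted p = 0.0229) from 0.013. Left-out arrays reversed Ebp *T. canis* cerebellum -0.005 (adjusted p = 0.0142) from 0.016 without *T. canis* cerebellum day 14 replicate 2, Hsd17b7 *T. cati* cerebellum -0.024 (adjusted p = 0.0122) from 0.013 without *T. cati* cerebellum day 120 replicate 1 and Ebp *T. canis* cerebellum -0.0095 (adjusted p = 0.00974) from 0.016 without *T. canis* cerebellum day 14 replicate 3.

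Each array was left out in turn, with the remaining 2 arrays of its group assumed to vary like the other groups. Of 1710 counts, 1598 stayed within 1.5 times, and of 3840 values of named genes 3750 held (33 weaker, 54 stronger, 3 reversed). Of 3720 list results, 3675 held (24 weaker, 21 stronger), and of 120 trends 110 (6 weaker, 4 stronger). Gene values called in neither fit were counted as held even where their sign changed. Hsd17b7 in the *T. cati* cerebellum without *T. cati* day 28 replicate 1 was such a case. Ebp in the *T. canis* cerebellum had 0.063 without *T. canis* day 14 replicate 1, and Hsd17b7 in the *T. cati* cerebellum -0.040 and 0.070 without *T. cati* day 28 replicates 1 and 2. Days stand for daily limma counts, and the cause was not tested for any of them.

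*T. canis* cerebellum, day 14 pi, ranged from 531 to 2051, with 989 without control replicate 1 and 531 without *T. canis* replicate 2. *T. cati* cerebellum, day 14 pi, ranged from 132 to 1880, with 132 without control replicate 1, 1880 without control replicate 3, 552 without *T. cati* replicate 1, 302 without control replicate 2 and 327 without *T. cati* replicate 2. The late against early distance of controls in the *T. canis* cerebellum plot ranged from 8.7 to 14.1, with 11.1 without control day 14 replicate 3 (permutation p = 0.0533), 10.4 without control day 28 replicate 2 (permutation p = 0.0789), 11.3 without control day 70 replicate 1 (permutation p = 0.0593), 11.1 without control day 70 replicate 3 (permutation p = 0.0603), 8.99 without control day 120 replicate 1 (permutation p = 0.112) and 10.3 without control day 120 replicate 3 (permutation p = 0.1). Further values were 11.7 without control day 14 replicate 2 (permutation p = 0.0539), 10.4 without control day 28 replicate 3 (permutation p = 0.0666), 11.4 without control day 70 replicate 2 (permutation p = 0.0586), 11.1 without control day 98 replicate 1 (permutation p = 0.0814) and 8.7 without control day 120 replicate 2 (permutation p = 0.133). *T. canis* cerebellum, day 28 pi, ranged from 1163 to 7294, with 1163 without control replicate 2 and 3764 without *T. canis* replicate 2. *T. cati* cerebellum, day 28 pi, ranged from 1 to 2886, with 1 without control replicate 2, 2886 without *T. cati* replicate 2, 160 without control replicate 1, 271 without control replicate 3, 19 without *T. cati* replicate 1 and 4 without *T. cati* replicate 3. *T. cati* cerebellum, day 70 pi, ranged from 387 to 5784, with 1592 without control replicate 1, 507 without *T. cati* replicate 1, 5784 without *T. cati* replicate 3 and 387 without *T. cati* replicate 2. *T. cati* cerebellum, day 98 pi, ranged from 9 to 1038, with 12 without control replicate 2, 1038 without *T. cati* replicate 2, 24 without control replicate 1, 20 without control replicate 3, 9 without *T. cati* replicate 1 and 15 without *T. cati* replicate 3. *T. cati* cerebellum, day 120 pi, ranged from 60 to 4495, with 177 without control replicate 1, 4495 without *T. cati* replicate 1, 60 without *T. cati* replicate 3 and 132 without *T. cati* replicate 2. *T. canis* cerebellum, day 70 pi, ranged from 1744 to 5177, with 1744 without *T. canis* replicate 2 and 2737 without *T. canis* replicate 1.

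*T. canis* cerebellum, day 98 pi, ranged from 2955 to 6907, with 2955 without *T. canis* replicate 1. DTGs lower on all 5 days in the *T. cati* cerebellum ranged from 8 to 24, with 21 without *T. cati* day 28 replicate 2, 24 without *T. cati* day 70 replicate 3, 22 without *T. cati* day 120 replicate 1 and 20 without *T. cati* day 98 replicate 3. The F-test in the *T. cati* cerebellum ranged from 1954 to 7149, with 7061 without *T. cati* day 28 replicate 2, 2109 without *T. cati* day 70 replicate 1, 6411 without *T. cati* day 70 replicate 3, 6264 without *T. cati* day 98 replicate 2, 7149 without *T. cati* day 120 replicate 1 and 1954 without *T. cati* day 70 replicate 2. The region interaction of *T. cati* ranged from 33 to 144, with 144 without *T. cati* cerebellum day 70 replicate 3, 33 without *T. cati* cerebellum day 70 replicate 2, 81 without *T. cati* cerebrum day 120 replicate 1 and 33 without control cerebrum day 14 replicate 2. The late against early distance of controls in the *T. cati* cerebellum plot ranged from 9.33 to 14.1, with 13.4 without control day 28 replicate 1 (permutation p = 0.0453). The species difference in the cerebellum ranged from 2698 to 5725, with 2698 without *T. cati* day 98 replicate 3. *T. cati* cerebrum, day 14 pi, ranged from 56 to 339, with 58 without control replicate 1, 339 without *T. cati* replicate 3 and 56 without control replicate 2. The late against early distance of controls in the *T. canis* cerebrum plot ranged from 8.1 to 14.3, with 13.4 without control day 14 replicate 1 (permutation p = 0.0226), 13.2 without control day 98 replicate 2 (permutation p = 0.0455) and 14.3 without control day 98 replicate 3 (permutation p = 0.0155). *T. canis* cerebrum, day 28 pi, ranged from 1125 to 3334, with 1732 without control replicate 2, 1854 without control replicate 3 and 1125 without *T. canis* replicate 2.

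*T. cati* cerebrum, day 28 pi, ranged from 919 to 2333, with 1655 without control replicate 2, 1519 without *T. cati* replicate 2, 939 without control replicate 3, 919 without *T. cati* replicate 1 and 1487 without *T. cati* replicate 3. *T. cati* cerebrum, day 70 pi, ranged from 8 to 2667, with 854 without control replicate 1, 64 without control replicate 3, 8 without *T. cati* replicate 1, 2667 without *T. cati* replicate 3, 2507 without control replicate 2 and 345 without *T. cati* replicate 2. *T. canis* cerebrum, day 70 pi, ranged from 2724 to 6981, with 3222 without control replicate 3, 2821 without *T. canis* replicate 2 and 2724 without *T. canis* replicate 1. *T. cati* cerebrum, day 120 pi, ranged from 9 to 1721, with 122 without control replicate 1, 25 without control replicate 3, 1721 without *T. cati* replicate 1, 9 without *T. cati* replicate 3 and 50 without *T. cati* replicate 2. *T. canis* cerebrum, day 120 pi, ranged from 3485 to 6790, with 3795 without control replicate 3 and 3485 without *T. canis* replicate 2. DTGs lower on all 5 days in the *T. cati* cerebrum ranged from 0 to 2, with 1 without control day 120 replicate 3, 1 without *T. cati* day 14 replicate 3, 1 without *T. cati* day 28 replicate 2, 2 without *T. cati* day 98 replicate 2 and 2 without *T. cati* day 120 replicate 3. Further values were 1 without control day 98 replicate 3, 1 without control day 120 replicate 2, 2 without *T. cati* day 14 replicate 2, 1 without *T. cati* day 98 replicate 1 and 2 without *T. cati* day 120 replicate 2. *T. canis* cerebrum, day 98 pi, ranged from 437 to 2024, with 437 without *T. canis* replicate 1, 716 without *T. canis* replicate 3 and 2024 without *T. canis* replicate 2. DTGs of the *T. cati* cerebrum ranged from 74 to 161, with 74 without *T. cati* day 70 replicate 1. DTGs higher on all 5 days in the *T. cati* cerebrum ranged from 54 to 103, with 54 without *T. cati* day 70 replicate 1.

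The infected against control distance in the *T. cati* cerebrum ranged from 14.2 to 18.7, with 14.2 without *T. cati* day 70 replicate 1 (permutation p = 0.0535). Genes in all 4 DTG sets ranged from 62 to 126, with 62 without *T. cati* cerebrum day 70 replicate 1. *T. cati* cerebrum, day 98 pi, ranged from 3 to 289, with 289 without *T. cati* replicate 2, 32 without control replicate 3, 3 without *T. cati* replicate 1 and 23 without *T. cati* replicate 3. The late against early distance of controls in the *T. cati* cerebrum plot ranged from 5.85 to 13.2, with 13.2 without control day 98 replicate 3 (permutation p = 0.0335). *T. canis* cerebrum, day 14 pi, ranged from 1626 to 3603, with 1626 without *T. canis* replicate 1.

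Signal over background limits the fold changes of genes near the floor, such as Arg1 on day 28 pi in control cerebra, where 0 of 3 arrays were well above background. Leaving out dim probes kept 34172 and 34751 probes in cerebrum and cerebellum.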

Differences from the paper's values

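The alternatives named here were set before the data were examined, except scan session as a random block and those of the trends with the study day, which were chosen after the data were seen. Where an alternative is said to fall within 1.5 times of the paper's value, no statement about the paper's method is meant.

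Within the *T. canis* cerebellum, 1652 DTPs stand against the paper's 2544. The 75th percentile scaling, the authors' normalized values, sex as a covariate, 1 or 2 surrogate variables and the replicate block fall within 1.5 times, and the other alternatives do not. For DTGs, 1200 stand against the paper's 2073, with the 75th percentile scaling, 2 surrogate variables, the replicate block and an R squared of 0.5 within 1.5 times and the others not. In the *T. cati* cerebrum, 171 DTPs stand against the paper's 274. The 75th percentile scaling, the authors' values, leaving out dim probes, sex as a covariate and an R squared of 0.5 fall within 1.5 times. For DTGs, 120 stand against the paper's 220, and the same alternatives apart from dim probes fall within 1.5 times. For the *T. cati* cerebellum, 740 DTPs stand against the paper's 263 and 575 DTGs against the paper's 215, and none of 13 alternatives falls within 1.5 times of either.

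Of the DTGs in 1 direction on all 5 days, those of the *T. canis* cerebrum were 774 higher (the paper's 477), 41 lower (the paper's 289) and 41 varying (the paper's 273). As to the *T. canis* cerebellum, 166 were lower (the paper's 599) and 54 varied (the paper's 590). The *T. cati* cerebrum had 86 higher (the paper's 6), 0 lower (the paper's 9; limma's F-test called 2446 probes lower) and 34 varying (the paper's 205), and the *T. cati* cerebellum 511 higher (the paper's 127). Under none of the 3 alternatives run for these counts was a value within 1.5 times of the paper's. Genes in exactly 1 of the 4 sets numbered 572 (the paper's 2324), in exactly 3 sets 337 (the paper's 63) and in all 4 sets 106 (the paper's 5), with none of 4 alternatives within 1.5 times.

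Lower DTGs per day in the *T. canis* cerebrum were 56, 55, 61, 52 and 52, against the paper's 434, 500, 505, 486 and 418 on days 14, 28, 70, 98 and 120 pi. In the *T. canis* cerebellum, they were 198, 190, 188, 195 and 194, against the paper's 967, 934, 1056, 982 and 989. For these, none of 3 alternatives falls within 1.5 times. Within the *T. cati* cerebrum, 93 were higher and 27 lower on day 14 pi, against the paper's 150 and 70. All 3 alternatives fall within 1.5 times for the former, and the 75th percentile scaling for the latter. From day 28 to day 120 pi, 3, 1, 3 and 8 were lower, against the paper's 55, 52, 62 and 78, with none of 3 alternatives within 1.5 times. In the *T. cati* cerebellum, 524, 551, 553, 554 and 553 were higher on the 5 days, against the paper's 163, 161, 161, 161 and 160, with none within 1.5 times. From day 28 to day 120 pi, 24, 22, 21 and 22 were lower, against the paper's 54, 54, 54 and 55. For these the authors' values fall within 1.5 times on day 120 pi alone.

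The paper finds no clear difference between *T. cati*-infected and control cerebella in its plots, where the distance here was 29.3 against 9.03 in permuted groups (permutation test, p = 1e-05, the smallest possible). The permutations did not take scan session into account, and the *T. cati* arrays of sessions 8, 9 and 13 lay apart from those of sessions 1, 2 and 3 on the first component (-9.13 to -1.74 and 9.92 to 45.6), so session and infection cannot be told apart for this distance. It also finds no affected pathway in *T. cati*-infected mice, where 13 and 17 of 31 lists were called here in cerebrum and cerebellum, of which 1 (choroid plexus) and 4 stayed called in the same direction with scan session as a fixed effect, while the astrocyte list turned lower in the cerebrum (adjusted p = 0.00274); its pathways are not the lists used here. In particular, it finds neither cholesterol biosynthesis nor apoptosis affected by *T. cati*. Here, camera called the former lower in the cerebrum (adjusted p = 0.000647) and the latter higher in the cerebellum (8.22e-06), while apoptosis in the cerebrum was called by neither camera (0.0843) nor fry (0.179), as in the paper. The cholesterol list in the *T. cati* cerebellum was called lower by camera (adjusted p = 0.0166) and not by fry (0.0929). Dnajc21 and Rbm33 are given as genes of all 4 sets by the paper, and neither was a DTP here in any. Both were lower in the *T. canis* cerebellum here too, Dnajc21 with a called F-test (-0.26, adjusted p = 0.000381 from limma). The main probe of Rbm33 was not called (-0.07, 0.526), though 2 surrogate variables called it (0.0174, over a range of 0.0174 to 0.863). A second probe of Rbm33 was called by limma's F-test with a mean of -0.01 (adjusted p = 0.0283). Dnajc21 was 0.16 with scan session as a fixed effect (adjusted p = 0.32, over a range of 6.17e-05 to 0.32), and Rbm33 0.039 with the authors' values (0.458). Jchain and Slpi are in all 4 sets here as in the paper, and both rise with the day. For the *T. canis* cerebrum, the paper has G-protein signaling lower on the last days and the Ras and Slit/Robo pathways higher on several days, where camera called none of these lists on any day. Of these, fry called Slit/Robo higher on day 14 pi (adjusted p = 0.00417) and G-protein subunits lower on day 70 pi (0.0453). Lower amyloid secretase genes on day 120 pi were not called as a list by camera (adjusted p = 0.932) or fry (0.674). A list of 11 genes for gonadotropin-releasing hormone and the pituitary was lower by camera on that day (0.0439). It is not the receptor pathway that the paper names for lower genes on day 120 pi. JAK/STAT is affected throughout in the paper, and here camera called it on days 14 and 98 pi and fry on all 5 days. Prkcd and Mapk10, which the paper counts as DTGs, were not DTPs here, although limma's F-test called Mapk10 (-0.16, adjusted p = 0.00709). FAS signaling is affected on the first 3 days in the paper's text and also on day 98 pi in its Table 2, and camera called it higher on all 5 days here in the cerebrum. T-cell activation and cadherins in the *T. canis* cerebellum are given for days 28 and 120 pi in the paper's text, and in its Table 2 for day 28 pi (T-cell activation) and day 120 pi (cadherins), among higher genes. Here, camera called T-cell activation higher on all 5 days and cadherins on none, while fry called cadherins lower, not higher, on days 28 and 120 pi (adjusted p = 0.00408 and 1.78e-05) and on days 70 and 98 pi. Plasminogen activation and JAK/STAT, which the paper finds in the chronic phase alone, were also called by camera on day 14 pi (adjusted p = 0.000146 and 0.000847). The paper has different integrin pathway genes lower, without naming a brain region, while limma's F-test called 12 higher and 3 lower in the *T. canis* cerebrum and 18 and 4 in its cerebellum here, and camera the list higher in both (adjusted p = 0.000125 and 3.59e-06). Cholesterol biosynthesis is the pathway that the paper finds lower on each day in the *T. canis* cerebrum, and it was called lower on all 5 days here. A higher number of pathways in the cerebrum than in the cerebellum stands in the paper, and 18 lists were called in each here. The paper finds more lower pathways in the last days, where 2, 3, 5, 1 and 5 lists were lower on the 5 days here. No pathway of lower genes is found in the *T. canis* cerebellum by the paper, where 2, 0, 3, 3 and 2 lists were lower here.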

Other observations

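The use of the gene lists as a test of scan session, itself an alternative set beforehand, and the comparison of cholesterol biosynthesis with lists of cell types, were chosen only after the result was seen.

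Other splits of the same arrays into groups of the same sizes were drawn for each count, 100 for the counts over all days and all 10 for the counts of a single day with 3 against 3 mice. For DTPs, DTGs and limma's F-test in each infection and brain region, 1 of 100 splits, the real one, gave a count as large, so that chance can be excluded. The same held for the difference between species (1 of 100 in the cerebrum and 1 in the cerebellum). For the genes in all 4 sets of DTGs, 1 of 100 splits was as large too. The other splits had a median of 0 DTGs in every set, which leaves little room for an overlap. They therefore do not test the overlap apart from the size of the sets. The largest other DTP counts were 61 and 55 in the *T. canis* cerebrum and cerebellum and 6 and 205 in those of *T. cati*. The largest other F-test counts were 5147, 12281, 355 and 1442 in that order, and for the difference between species 2052 in the cerebrum and 1892 in the cerebellum. For the number of gene lists called, 8 of 100 splits were as large in the *T. canis* cerebrum and 9 in its cerebellum, so that these splits do not exclude chance as a source of that number, without testing any single list, with 23 and 20 lists as the largest. For *T. cati*, 2 and 2 of 100 were as large in cerebrum and cerebellum, the real split included. Another split thus called as many lists (13 and 17), which makes chance less likely there without excluding it. The other splits had a median of 6 and 9 lists for *T. canis* and 1 and 3 for *T. cati*, so lists were also called under other labels. On single days, 1 of 10 splits was as large, which is the smallest share possible, except for days 28 and 98 pi in the *T. cati* cerebellum with 2 of 10. These 10 splits can give no share under 0.1, so they cannot exclude chance on a single day whatever the data, and limma's p-values at the claims stand apart from them. The largest other counts were at most 7 for *T. canis*, and at most 83 for *T. cati* apart from 1050 and 261 on these 2 days. The former split put all arrays of a scan session on the same side, and the latter did so for all but session 7; with scan session as a fixed effect, these days had 3542 and 721 probes, instead of 95 and 49.

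Scan sessions differed among arrays of the same group in 6415 probes of the cerebrum and 17929 of the cerebellum (limma F-test). A part of the F-test counts at the claims may therefore come from scan sessions, and the sessions and infections cannot be told apart there. Gene lists called in the same direction with scan session as a fixed effect, on the days that could be fitted, numbered 13 of 18 in the *T. canis* cerebrum and 15 of 18 in its cerebellum, which argues against scan session as the whole cause of these calls. In *T. cati*-infected mice, they were 1 of 13 in the cerebrum and 4 of 17 in the cerebellum, so scan session stays open as a possible source of most of these lists.

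For the *T. canis* cerebrum, the cholesterol biosynthesis enzymes fell further than the neuron list and the oligodendrocyte list in 15 of 15 arrays, with means of -0.37 (SD 0.157), -0.15 (SD 0.145) and -0.087 (SD 0.175). This argues against fewer neurons or oligodendrocytes in the sample as the whole cause. A lower production of cholesterol in the infected brain may be the biological side, as a hypothesis, while other cell types and scan session on days 14 and 28 pi stay open.

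Of the lists for cell types, by camera, microglia and macrophage was higher in every combination, with adjusted p of 9.03e-21 and 6.88e-19 in the *T. canis* cerebrum and cerebellum and 1.96e-09 and 6.96e-27 in those of *T. cati*. In the same order, eosinophil had 4.41e-07, 8.24e-07, 5e-06 and 1.97e-10, astrocyte 1.41e-07, 3.59e-06, 0.000493 and 5.34e-09, and plasma cells 4.98e-07, 5.11e-06, 0.000699 and 0.00325, all higher. Neuron was lower in 3 of them, with adjusted p of 0.0105, 0.000202 and 0.00285 from camera, and 0.982 in the *T. cati* cerebrum. Fitted with scan session as a fixed effect, microglia and macrophage (0.586), eosinophil (0.688) and plasma cells (0.637) were not called in the *T. cati* cerebrum and astrocyte was lower (0.00274), while in the *T. cati* cerebellum the first (0.000387) and astrocyte (0.00441) stayed higher and eosinophil (0.28), plasma cells (0.42) and neuron (0.28) were not called. In the *T. canis* cerebrum, astrocyte (0.19), neuron (0.337), choroid plexus (0.0912) and cadherins (0.144) were not called by camera with scan session. Microglia and macrophage (1.35e-15), eosinophil (0.0352) and plasma cells (7.65e-08) stayed higher there. In the *T. canis* cerebellum, these lists (1.02e-12, 0.0127 and 0.00713) and astrocyte (0.000177) stayed higher and neuron (0.0157) lower. Without scan session, choroid plexus was lower in the *T. canis* and *T. cati* cerebrum (camera adjusted p = 0.00445 and 7.69e-07) and not called in the cerebellum (0.751 and 0.576). The list for carry-over of pituitary or meninges had 0.993 and 0.000743 (lower) in the cerebrum and 0.00973 (higher) and 0.932 in the cerebellum of *T. canis*- and *T. cati*-infected mice. Cerebellum markers had 0.115, 0.00404 (lower), 0.0843 and 0.541 by camera in the *T. canis* cerebrum and cerebellum and the *T. cati* cerebrum and cerebellum, and cerebrum markers 0.115, 0.459, 0.836 and 0.674. Lists for oligodendrocyte and myelin (0.347, 0.957, 0.386 and 0.812), cholesterol regulation and export (0.456, 0.21, 0.682 and 0.435), blood (0.711, 0.544, 0.679 and 0.292) and sex-linked genes (0.817, 0.957, 0.87 and 0.777) were not called by camera in any combination, in the same order. Unlike camera, fry called cholesterol regulation and export higher in the *T. canis* cerebrum and cerebellum (adjusted p = 0.000496 and 5.33e-06), and not with *T. cati* (0.651 and 0.217). Serotonin receptors were lower in the *T. cati* cerebellum (camera adjusted p = 0.00325) and not called otherwise (0.174, 0.483 and 0.0734), though fry called them lower in the *T. cati* cerebrum (0.0103). Plasminogen activation in the *T. canis* cerebrum had 2.28e-05 by camera, and in the *T. cati* cerebrum and cerebellum 0.252 and 0.00474. For *T. cati*, camera gave integrin subunits 0.386 and 0.00373, JAK/STAT 0.901 and 0.00944, and FAS signaling 0.87 and 0.0673, in cerebrum and cerebellum, where fry called FAS signaling in the cerebellum (0.00601). Cadherins were lower with 0.0132 and 0.0372 in the *T. canis* and *T. cati* cerebrum and 0.0482 in the *T. cati* cerebellum, but not called in the *T. canis* cerebellum (camera adjusted p = 0.0701), where fry called them (2.58e-09). G-protein subunits (0.173 and 0.541), the Ras pathway (0.982 and 0.422), Slit/Robo (0.581 and 0.323), amyloid secretase (0.982 and 0.932) and gonadotropin-releasing hormone (0.115 and 0.298) were not called by camera with *T. cati*, while fry called the G-protein subunits lower (0.0121 and 0.0323).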
